# The RNA helicase Dbp7 promotes domain V/VI compaction and stabilization of inter-domain interactions during early 60S assembly

**DOI:** 10.1038/s41467-021-26208-9

**Published:** 2021-10-22

**Authors:** Gerald Ryan R. Aquino, Philipp Hackert, Nicolai Krogh, Kuan-Ting Pan, Mariam Jaafar, Anthony K. Henras, Henrik Nielsen, Henning Urlaub, Katherine E. Bohnsack, Markus T. Bohnsack

**Keywords:** Enzyme mechanisms, RNA folding

## Abstract

Early pre-60S ribosomal particles are poorly characterized, highly dynamic complexes that undergo extensive rRNA folding and compaction concomitant with assembly of ribosomal proteins and exchange of assembly factors. Pre-60S particles contain numerous RNA helicases, which are likely regulators of accurate and efficient formation of appropriate rRNA structures. Here we reveal binding of the RNA helicase Dbp7 to domain V/VI of early pre-60S particles in yeast and show that in the absence of this protein, dissociation of the Npa1 scaffolding complex, release of the snR190 folding chaperone, recruitment of the A3 cluster factors and binding of the ribosomal protein uL3 are impaired. uL3 is critical for formation of the peptidyltransferase center (PTC) and is responsible for stabilizing interactions between the 5′ and 3′ ends of the 25S, an essential pre-requisite for subsequent pre-60S maturation events. Highlighting the importance of pre-ribosome remodeling by Dbp7, our data suggest that in the absence of Dbp7 or its catalytic activity, early pre-ribosomal particles are targeted for degradation.

## Abstract (web summary)

Early steps of large 60S ribosomal subunit biogenesis are not well understood. Here, the authors combine biochemical experiments with protein-RNA crosslinking and mass spectrometry to show that the RNA helicase Dbp7 is key player during early 60S ribosomal assembly. Dbp7 regulates a series of events driving compaction of domain V/VI in early pre60S ribosomal particles.

## Introduction

Ribosomes are essential macromolecular machines that decode messenger RNAs (mRNAs) and synthesize cellular proteins. The assembly of 79 ribosomal proteins (r-proteins) and four ribosomal RNAs (rRNAs) into functional small and large subunits (SSU/40S and LSU/60S, respectively) is a highly complex and energy-demanding cellular process^1–4^. Accurate and efficient assembly of these ribonucleoprotein complexes is therefore critical to ensure integrity of the proteome and allow cellular proliferation. Structural and biochemical analyses of ribosomes revealed that not only do the rRNAs fold to form intricate tertiary structures onto which the r-proteins assemble but also that rRNA moieties are essential for mRNA decoding and the catalytic action of ribosomes in peptide bond formation^1^. In the yeast *Saccharomyces cerevisiae*, nucleolar rDNA transcription leads to the production of a large 35S precursor rRNA (pre-rRNA) containing the sequences of the mature 18S, 5.8S, and 25S rRNAs. As the nascent pre-rRNA transcript is synthesized, a subset of r-proteins and numerous assembly factors (AFs) associate to form the SSU processome and 90S pre-ribosomal complexes^5^. Pre-rRNA processing to remove the internal and external transcribed spacers (ITS and ETS, respectively), chemical modification of rRNAs and rRNA folding then occur concomitant with the recruitment of further r-proteins and the dynamic association and dissociation of AFs^6–8^. During the ribosome assembly process, the pre-rRNA undergoes numerous structural transitions to achieve the final folding observed in mature ribosomes. Recent evidence from bacteria highlighted a role of transient interactions of r-proteins in regulating rRNA folding and in eukaryotes a subset of small nucleolar ribonucleoprotein complexes (snoRNPs) are proposed to act as rRNA chaperones^9–18^. In contrast to canonical snoRNPs that direct rRNA 2′-*O*-methylation, pseudouridylation, or acetylation^19^, these snoRNPs are typically non-catalytic and instead function by basepairing with specific rRNA sequences to tether them in particular conformations or to limit formation of aberrant rRNA-rRNA interactions.

Despite a wealth of recent structural insights into late pre-40S, late and intermediate pre-60S and SSU processome complexes, and functional analyses of the AFs present in these particles^20–34^, the early stages of 60S biogenesis remain something of a “black box”. In its final architecture, the 60S subunit has six defined structural domains (I to VI from 5′ to 3′) connected to each other by clustering of root helices found at the beginning of each domain^1^. It is believed that the earliest assembly steps involve the association of early r-proteins and AFs to the solvent-exposed structural domains I and II, leading to the folding and stabilization of these domains followed by those of domain VI^3,35,36^. This results in the formation and clustering of the respective root helices, which is an essential pre-requisite for subsequent maturation steps including downstream processing of the LSU pre-rRNAs and recruitment of later r-proteins. Several studies have described how large AFs, such as Rrp5 and Npa1, can act as rigid scaffolds and binding platforms for other AFs during early pre-60S biogenesis to help promote initial compaction and stabilization^37–40^. A key event during early pre-60S biogenesis is recruitment of uL3 (formerly Rpl3) as binding of this r-protein is crucial for the stabilization of earliest pre-60S intermediates and incorporation of all other 60S ribosomal proteins^35,36,41–45^. To date, mechanistic details of how AFs and early r-proteins mediate early compaction events as well as the interplay among them are lacking.

Approximately 30 AFs are known to transiently associate with early pre-60S particles, including eight RNA helicases (Dbp3, Dbp6, Dbp7, Dbp9, Has1, Mak5, Prp43, and Drs1)^46^. Through their functions in NTP-dependent remodeling of RNAs, RNA helicases often act as the driving force for structural transitions within RNP complexes. So far, Prp43 and Dbp3 are implicated in promoting the release of subsets of snoRNPs from pre-ribosomes^47,48^ whereas Mak5 and Has1 have recently been shown to be required for recruitment of specific r-proteins and AFs, respectively^49,50^. Interestingly, three of the relatively uncharacterized RNA helicases implicated in pre-60S biogenesis, Dbp6, Dbp7, and Dbp9, display genetic interactions among each other and with components of the Npa1 complex (composed of Npa1, Npa2, Nop8, and Rsa3) as well as uL3, suggesting that they may function cooperatively^44,45,51–53^. A recent study provided evidence that the Npa1 complex functions with Dbp6 to facilitate early clustering of root helices^38^, however, potential roles of other DEAD-box RNA helicases in early pre-60S compaction and their functional link with uL3 remained unexplored.

In this work, we reveal that Dbp7 binds to domain V/VI of 25S rRNA, close to the binding site of uL3 in early nucleolar pre-60S or 90S particles. Consistent with this, lack of Dbp7 results in inefficient recruitment of uL3 to pre-60S particles and pre-ribosomal accumulation of snoRNAs with target sites close to the Dbp7 binding site including the chaperone snoRNA snR190. Together, our data support pre-rRNA remodeling by Dbp7 to release snR190, a subset of other snoRNAs and the Npa1 complex from early pre-60S particles, thereby allowing incorporation of uL3 to stabilize domain I and VI interactions and license downstream 60S maturation events. Our findings provide important insights into how early remodeling events are coordinated by AFs to initiate compaction of the nascent 60S.

## Results

### Dbp7 is an RNA-dependent ATPase important for cell growth

Dbp7 is a putative RNA helicase localized in the nucleolus and implicated in LSU biogenesis (Supplementary Fig. 1a)^52^, but its catalytic activity and function(s) during subunit assembly have remained poorly characterized. A hallmark of RNA helicases is their ability to hydrolyze ATP in an RNA-dependent manner^54^. To demonstrate that Dbp7 possesses such catalytic activity, His_10_-ZZ-tagged wild-type Dbp7 (Dbp7_WT_) and Dbp7 carrying a glutamate (E) to glutamine (Q) substitution with the conserved DExD motif (Dbp7_DQGD_) were recombinantly expressed in *Escherichia coli* (*E. coli*) and purified (Fig. 1a). The purified proteins were then used for in vitro NADH-coupled ATPase assays in the presence or absence of a model RNA substrate. In the absence of RNA, Dbp7_WT_, but not Dbp7_DQGD_, hydrolyzed ATP above the background level observed in the absence of protein (Fig. 1b). Furthermore, a significant increase in the ATPase activity of Dbp7_WT_, but not Dbp7_DQGD_, was observed upon addition of RNA, demonstrating that Dbp7 is an RNA-dependent ATPase.

**Fig. 1:**
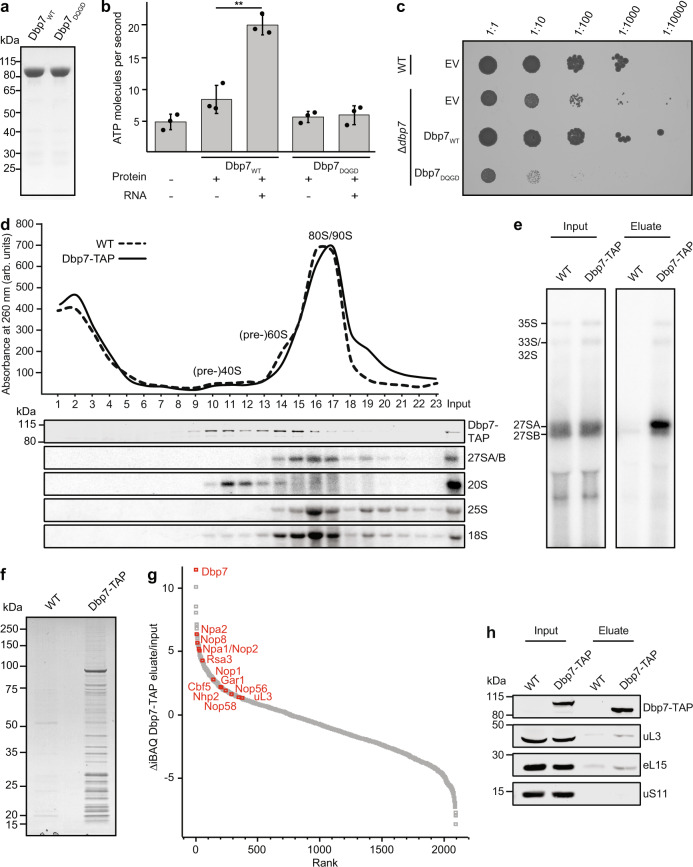
The RNA-dependent ATPase Dbp7 associates with early pre-60S complexes and is important for cell growth. **a** Equal amounts of His-ZZ-tagged Dbp7_WT_ and Dbp7_DQGD_ were separated by denaturing PAGE and proteins were visualized by Coomassie staining. Proteins from a single round of purification are shown. **b** The ATPase activity of purified His-ZZ-tagged Dbp7_WT_ and Dbp7_DQGD_ was monitored in vitro using 1.5 μM of each purified protein with (+) or without (−) 2.0 μM of RNA. Data are presented as mean ± standard deviation from *n* = 3 independent measurements. Significance was determined using unpaired, two-tailed Student’s *t*-test (Dbp7_WT_ + RNA vs −RNA *p* = 0.001792; **p < 0.01). **c** Equal numbers of cells from the Δ*dbp7* strain complemented with an empty pRS415 plasmid (EV) or pRS415-based plasmids for expression of Dbp7_WT_ or Dbp7_DQGD_ were serially diluted and spotted onto a selective plate. An equal amount of wild-type yeast (WT) carrying the EV was grown in parallel as a control. Growth was documented after 48 h of incubation at 30 °C. **d** Whole-cell lysates from wild-type yeast or the Dbp7-TAP strain were separated by using sucrose density centrifugation. Peaks corresponding to (pre-)ribosomal complexes are marked on an absorbance profile at 260 nm (top). Indicated (pre-)rRNAs and proteins in each fraction of the gradient were detected by northern and western blotting, respectively. **e** Extracts from wild-type yeast or a strain expressing TAP-tagged Dbp7 were used for pulldown assays on IgG sepharose. Co-purified pre-rRNAs were extracted and visualized by northern blotting using a mixture of probes hybridizing in ITS1 and ITS2. Input represents 3%. **f** Proteins present in the eluates of pulldowns performed as in (**e**) were separated by denaturing PAGE and visualized by Coomassie staining. **g** Proteins in input and eluate samples of pulldowns performed as in (**e**) were analyzed by mass spectrometry. Ranked differences in intensity-based absolute quantification (iBAQ) values between the input and eluate of the Dbp7-TAP sample are shown. Two independent experiments were performed and representative data is presented. **h** Pulldowns were performed as in (**e**) and the Dbp7-TAP bait as well as uL3, eL15, and uS11 were detected in input and eluate samples by western blotting using an anti-PAP antibody and antibodies against the endogenous r-proteins. Input represents 2.5%. Experiments presented in (**c**), (**d**), (**e**), and (**h**) were performed in duplicate or triplicate and representative data are shown.

Having confirmed that E to Q substitution within the DEGD sequence motif renders Dbp7 catalytically inactive in vitro, a yeast complementation system was generated to assess the requirement for the catalytic activity of Dbp7 in vivo. This complementation system was based on a Δ*dbp7* strain, which notably has a growth rate half that of wild-type yeast (Supplementary Table 1). The Δ*dbp7* strain was transformed with a low-copy number plasmid containing the coding sequence (CDS) of wild-type or catalytically inactive Dbp7 as well as the sequences encoding the endogenous *DBP7* promoter and terminator, or an empty vector (EV) as a control. Growth of the resulting strains was analyzed by spot-test, demonstrating that the growth defect caused by the absence of endogenous Dbp7 can be rescued by expression of plasmid-derived Dbp7_WT_ (Fig. 1c). Expression of Dbp7_DQGD_ resulted in a more pronounced growth retardation than lack of Dbp7 (Δ*dbp7* + EV) (Fig. 1c), implying that the presence of the catalytically inactive protein is more disadvantageous for cells than its absence. These results highlight an important cellular function of Dbp7 dependent on its catalytic activity.

### Dbp7 associates with early pre-ribosomal particles

To explore the role of Dbp7 in ribosome assembly, the association of Dbp7 with pre-ribosomal particles was first analyzed in sucrose density gradients. Whole-cell extracts from wild-type yeast or a strain expressing Dbp7-TAP, which grows as the wild-type strain (Supplementary Fig. 1b; Supplementary Table 1), were separated by sucrose density gradient centrifugation. Profiles of absorbance at 260 nm indicated the migration positions of (pre-)40S, (pre-)60S, and 80S ribosomal particles, which were confirmed by the detection of specific (pre-)rRNAs present in each of these complexes (Fig. 1d). Western blotting revealed that Dbp7-TAP was enriched in fractions containing (pre-)60S complexes supporting a role of Dbp7 in the 60S biogenesis but was also detectable co-migrating with (pre-)40S subunits (Fig. 1d).

To gain further insight into the pre-ribosomal particles Dbp7 associates with, different pre-60S particles were isolated from yeast strains expressing Dbp7-GFP and affinity-tagged AFs. Dbp7-GFP was detected in pre-60S particles isolated via early (Npa1, Npa2, Ssf1, Nip7, Nop2) and intermediate (Erb1 and Rpf2) factors, but was not detected in late pre-60S containing Arx1 (Supplementary Fig. 1c). The RNA and protein compositions of pre-ribosomal particles co-purified with Dbp7-TAP from whole-cell lysates were also determined. Extracts from wild-type yeast were analyzed in parallel to control for specific enrichment and detection of pre-rRNA intermediates in input samples from wild-type and Dbp7-TAP cells verified no difference in pre-rRNA processing upon C-terminal tagging of Dbp7 (Fig. 1e). Co-purified pre-rRNAs were detected by northern blotting using a mixture of probes hybridizing in the ITS1 and ITS2 pre-rRNA regions. This revealed strong enrichment of the 27SA pre-rRNA species with Dbp7-TAP as well as weaker enrichment of the 35S and 33S/32S intermediates (Fig. 1e), confirming the physical association of Dbp7 with early pre-60S particles.

The compositions of the pulldown inputs and eluates were also analyzed using Coomassie blue staining and mass spectrometry (MS) (Fig. 1f, g). Consistent with the presence of Dbp7-GFP in early pre-60S particles (Supplementary Fig. 1c), plotting the difference in intensity-based absolute quantification (iBAQ) values between inputs and eluates of both the Dbp7-TAP and wild-type pulldown samples, indicated the enrichment of r-proteins and AFs that associate with very early, nucleolar pre-60S particles, including components of the Npa1 complex and uL3 (Fig. 1g, h; Supplementary Fig. 1d; Source data) with Dbp7-TAP. These results demonstrate that the previously identified genetic interaction network between Dbp7 and these proteins^53^ likely reflects a physical association and provide compelling evidence for a functional role of Dbp7 with these proteins during early pre-60S biogenesis. Interestingly, components of the box C/D and H/ACA snoRNPs were also found to be enriched with Dbp7-TAP, suggesting that Dbp7 is recruited to pre-60S particles before the process of snoRNP-guided rRNA modification is completed and/or while snoRNPs chaperoning pre-rRNA folding are present. Collectively, these results demonstrate that Dbp7 associates with very early pre-60S particles and suggest potential roles for Dbp7 in regulating snoRNP dynamics on pre-ribosomes and/or in mediating the initial compaction of the nascent 60S together with the Npa1 complex.

### Specific sites of rRNA 2′-*O*-methylation are mildly affected by lack of Dbp7

The finding that Dbp7 is associated with early pre-60S particles containing snoRNPs raised the possibility that Dbp7 may contribute to efficient snoRNA-guided pre-rRNA modification. To explore whether Dbp7 and its catalytic activity regulate rRNA 2′-*O*-methylation, RiboMeth-seq (RMS)^55,56^ was employed to monitor the extent of 2′-*O*-methylation of each rRNA nucleotide in the established Dbp7 complementation system. Lack of Dbp7 resulted in mild, but significant, changes in the extent of 2′-*O*-methylation of some nucleotides within the 25S rRNA (C663, U898, C2197, U2347, A2640, and C2948), while methylation of the 18S rRNA was unaffected (Fig. 2a, b and Source data). In all cases, except C2948, the RMS score was lower in the absence of Dbp7 than in wild-type yeast. These mild methylation defects were rescued by expression of Dbp7_WT_ from a plasmid, whereas expression of Dbp7_DQGD_ caused similar alteration of rRNA 2′-*O*-methylation to lack of Dbp7. Mapping the affected rRNA 2′-*O*-methylation sites onto the tertiary structure of the 25S rRNA in a pre-60S particle purified via Nog2 (PBD:3JCT)^25^ did not reveal spatial clustering of these modifications consistent with direct regulation of methylation by Dbp7 bound to a specific pre-60S region (Fig. 2c). This rather suggests that the effects on 25S rRNA 2′-*O*-methylation likely arise as an indirect consequence of Dbp7 action.

**Fig. 2:**
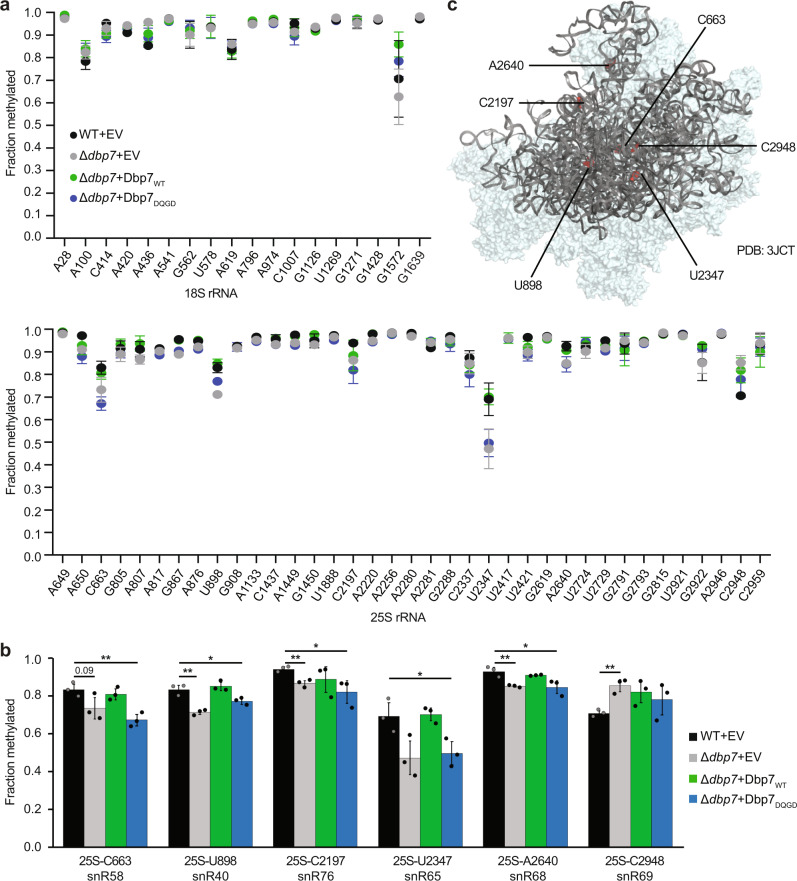
Dbp7 is required for efficient 2′-*O*-methylation of specific rRNA nucleotides. **a** Total RNA extracted from exponentially growing cells from the strains of the Δ*dbp7* complementation system was used for RMS analysis. Experiments were performed in triplicate (see Source data for individual data points) and the mean RMS score plotted for each 2′-*O*-methylated nucleotide in the 25S and 18S rRNAs. Error bars represent standard deviation. **b** Bar graphs of the RMS scores for each of the four strains at sites where the extent of 2′-*O*-methylation varies significantly are shown. Data from *n* = 3 independent measurements are presented as mean ± standard deviation. Statistical significance was calculated using unpaired, two-tailed Student’s *t*-test (C663 WT + EV vs Δ*dbp7* + EV *p* = 0.09432, WT + EV vs Δ*dbp7* + Dbp7_DQGD_ *p* = 0.005907; U898 WT + EV vs Δ*dbp7* + EV *p* = 0.00289, WT + EV vs Δ*dbp7* + Dbp7_DQGD_ *p* = 0.037832; C2197 WT + EV vs Δ*dbp7* + EV *p* = 0.005727, WT + EV vs Δ*dbp7* + Dbp7_DQGD_ *p* = 0.049087; U2347 WT + EV vs Δ*dbp7* + Dbp7_DQGD_ *p* = 0.043687; A2640 WT + EV vs Δ*dbp7* + EV *p* = 0.007783, WT + EV vs Δ*dbp7* + Dbp7_DQGD_ *p* = 0.048903; C2948 WT + EV vs Δ*dbp7* + EV *p* = 0.004162; *p < 0.05, **p < 0.01). **c** The positions of nucleotides carrying 2′-*O*-methylations significantly affected by lack of Dbp7 are indicated on a pre-60S particle purified via TAP-tagged Nog2 (PBD:3JCT)^25^.

### Pre-rRNA processing and rRNA production are impaired in cells lacking Dbp7 activity

The mild effects on rRNA 2′-*O*-methylation observed by RMS are unlikely to cause the strong growth defects observed in cells lacking Dbp7 or its catalytic activity. Therefore, pre-rRNA processing and the levels of the mature rRNAs (Fig. 3a) were examined in the Δ*dbp7* strain and the complementation system. As previously observed^52^, northern blotting analyses demonstrated that compared to wild-type yeast, the Δ*dbp7* strain showed accumulation of the 35S pre-rRNA, and decreases in the levels of the 27SA, 27SB, and 20S species (Fig. 3b, c). Similar pre-rRNA processing defects were also observed in the Δ*dbp7* strain carrying an empty vector compared to its equivalent control, and were rescued by expression of plasmid-derived Dbp7_WT_ but not Dbp7_DQGD_ (Fig. 3d, e) demonstrating the requirement of the catalytic activity of Dbp7 for pre-rRNA processing.

**Fig. 3:**
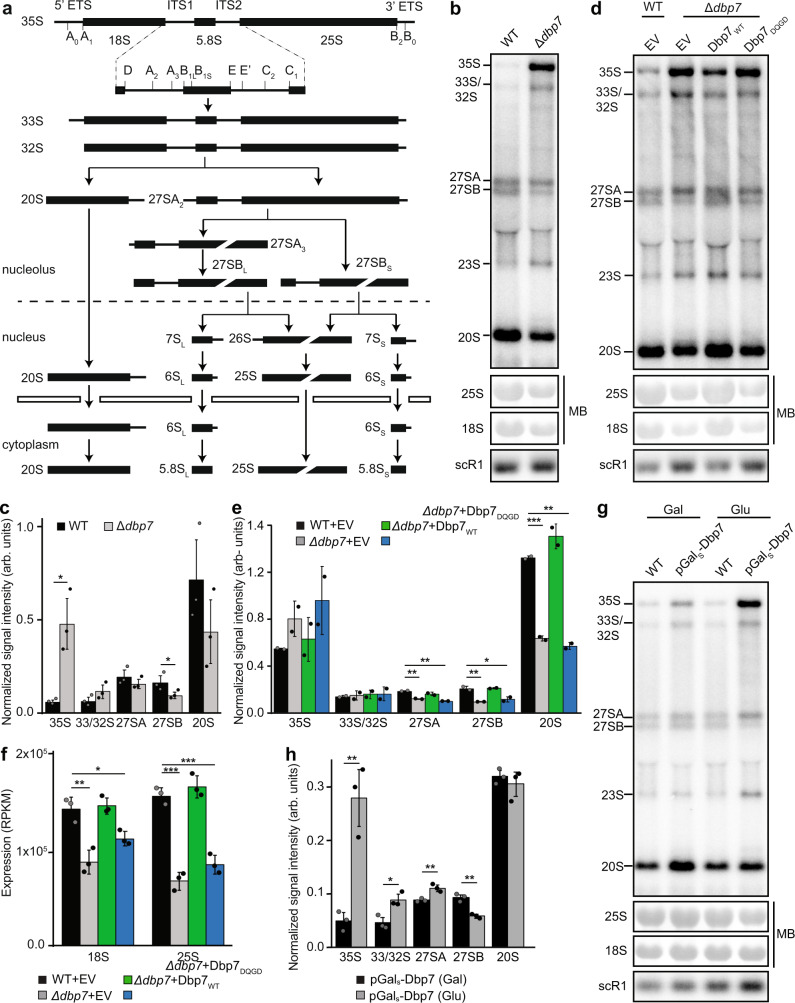
Pre-rRNA processing is impaired in cells lacking the remodeling activity of Dbp7 and pre-rRNAs are degraded. **a** Schematic outline of pre-rRNA processing in *S. cerevisiae*. Mature rRNA sequences are represented as black rectangles, and the internal transcribed spacers (ITS) and external transcribed spacers (ETS) are shown by black lines. Pre-rRNA cleavage sites are indicated on the 35S pre-rRNA transcript. **b** Total RNA extracted from wild-type yeast (WT) and the Δ*dbp7* strain was analyzed by northern blotting using probes hybridizing in ITS1 and ITS2 to detect the indicated pre-rRNA species. Mature 25S and 18S rRNA were visualized by methylene blue (MB) staining. **c** The levels of pre-rRNA intermediates in *n* = 3 independent experiments performed as in (**b**) were quantified and normalized according to the amount of the scR1 RNA. Data are represented as mean ± standard deviation and significance was determined using unpaired, two-tailed Student’s *t*-test (35S WT vs Δ*dbp7* *p* = 0.012174; 27SB WT vs Δ*dbp7* *p* = 0.046764; *p < 0.05). **d** Pre-rRNA processing was analyzed in the Δ*dbp7* strain carrying an empty pRS415 plasmid (EV) or pRS415-based plasmids for expression of Dbp7_WT_ or Dbp7_DQGD_ and in wild-type yeast (WT) carrying the EV as in (**b**). **e** The levels of pre-rRNA intermediates in *n* = 3 independent experiments performed as in (**d**) were quantified as in (**c**) and significance was determined using unpaired, two-tailed Student’s *t*-test (27SA WT + EV vs Δ*dbp7* + EV *p* = 0.003716, WT + EV vs Δ*dbp7* + Dbp7_DQGD_ *p* = 0.002347; 27SB WT + EV vs Δ*dbp7* + EV *p* = 0.016287, WT + EV vs Δ*dbp7* + Dbp7_DQGD_ *p* = 0.025775; 20S WT + EV vs Δ*dbp7* + EV *p*=0.000899, WT + EV vs Δ*dbp7* + Dbp7_DQGD_ *p* = 0.00111; *p < 0.05, **p < 0.01, ***p < 0.001). **f** The normalized (reads per kilobase of transcript, per million mapped reads; RPKM) numbers of sequencing reads mapping to the 18S and 25S rRNAs was determined in the RMS datasets for wild-type yeast containing an empty vector (EV) and the *Δdbp7* strain complemented with EV or plasmids for expression of Dbp7_WT_ or Dbp7_DQGD_. Relative rRNA levels from *n* = 3 biologically independent RMS experiments in shown as mean ± standard error and significance was determined using unpaired, two-tailed Student’s *t*-test (18S WT + EV vs Δ*dbp7* + EV *p* = 0.005626, WT + EV vs Δ*dbp7* + Dbp7_DQGD_ *p* = 0.020001; 25S WT + EV vs Δ*dbp7* + EV *p* = 0.000275, WT + EV vs Δ*dbp7* + Dbp7_DQGD_ *p* = 0.000685; *p < 0.05, **p < 0.01, ***p < 0.001). **g** Pre-rRNA processing in wild-type yeast (WT) and the pGAL_S_-3HA-Dbp7 strain grown in medium containing galactose (Gal) or glucose (Glu) for 12 h was analyzed as in (**b**). **h** The levels of pre-rRNA processing intermediates in *n* = 3 independent experiments performed as in (**g**) were quantified as in (**c**). Data are presented as mean ± standard deviation and significance was determined using unpaired two-tailed Student’s *t*-test (35S *p* = 0.004256, 33/32S *p* = 0.014288, 27SA *p* = 0.008295, 27SB *p* = 0.001472; *p < 0.05, **p < 0.01).

Strikingly, although similar amounts of total RNA were analyzed, reduced levels of the mature 25S and 18S rRNAs were observed in cells lacking Dbp7 or its catalytic activity (Fig. 3b, d). To quantify the effects on rRNA production, the relative numbers of sequencing reads mapping to rRNAs were determined in the available RMS datasets. This revealed a significant decrease in the amount of 18S rRNA present and an even more pronounced reduction in the 25S rRNA level in cells lacking Dbp7 that was restored by expression of Dbp7_WT_ but not Dbp7_DQGD_ (Fig. 3f). The finding that the amount of mature rRNAs, which represent ~80% of cellular total RNA, are reduced in the absence of Dbp7 or its catalytic activity is further supported by the observation that the relative expression of other classes of RNAs, for example, tRNAs, are increased in cells lacking Dbp7 or expressing Dbp7_DQGD_ compared to wild-type yeast or the Δ*dbp7* strain complemented with Dbp7_WT_ (Supplementary Fig. 2a).

To better discriminate between changes in pre-rRNA levels arising from defective pre-rRNA processing and those occurring due to turnover of pre-rRNAs, a system for transient depletion of Dbp7 was generated in which expression of *DBP7* is under the control of a truncated galactose-inducible and glucose-repressible promoter (pGAL_S_). The expression level of 3HA-Dbp7 from this promoter is elevated compared to the level of Dbp7-3HA expressed from the endogenous promoter (Supplementary Fig. 2b), however, pre-rRNA processing in the pGAL_S_-3HA-Dbp7 strain was comparable to that in wild-type yeast when grown in galactose-containing media (Fig. 3g). Expression of 3HA-Dbp7 was reduced after 6 h growth in glucose-containing media and was undetectable after 10 h (Supplementary Fig. 2c). Growth of the pGAL_S_-3HA-Dbp7 strain was comparable in glucose-containing and galactose-containing media for 12 h (Supplementary Table 1) and importantly, mature rRNA levels were unaltered (Fig. 3g). In this context, depletion of Dbp7 lead to significant accumulation of the 35S pre-rRNA and the 33S/32S and 27SA processing intermediates as well as reduced 27SB, but the 20S species was unaffected (Fig. 3g, h).

Taken together, these results demonstrate that the remodeling activity of Dbp7 is required for the efficient conversion of the 27SA pre-rRNAs into 27SB via processing at the A_2_, A_3_, and B_1L/S_ sites. The reduced levels of the 27SA and 20S processing intermediates observed in the Δ*dbp7* strain likely arise indirectly due to turnover of upstream pre-rRNAs. Furthermore, in the absence of the remodeling activity of Dbp7, early pre-rRNA transcripts may be degraded leading to reduced production of mature rRNAs and likely, the observed growth defects of the Δ*dbp7* strain. This is in line with pulse-chase labeling of nascent (pre-)rRNAs, which revealed delayed 25S rRNA production but no accumulation of early pre-rRNA in cells lacking Dbp7^52^.

### Dbp7 cross-links to specific sites within domains V and VI of the 25S rRNA

The pre-rRNA processing defects and degradation of pre-rRNAs in the absence of Dbp7 catalytic activity, together with the strong growth defect observed in the Δ*dbp7*, indicate that remodeling of early pre-60S particles by Dbp7 represents an important step during ribosome assembly. Key to elucidating the functions of RNA helicases within large RNPs is identifying their binding site(s). The in vivo photoactivatable ribonucleoside-enhanced cross-linking and analysis of cDNA (PAR-CRAC) approach^57–59^ was therefore employed to discover RNA sequences bound by Dbp7 in cells. Wild-type yeast and a strain expressing C-terminally His_6_-TEV protease cleavage site-Protein A (HTP)-tagged Dbp7 were grown in the presence of 4-thiouracil (4sU) before cross-linking using light at 365 nm. 

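PAR-CRAC is a cross-linking and cDNA analysis method in which the photoreactive nucleoside 4sU, taken up by growing cells as 4-thiouracil, is cross-linked to bound protein and then read as T-to-C misincorporations. Cells were grown with 100 μM 4-thiouracil and then with 1 mM for 4 h before irradiation at 365 nm. The data comprised 4 libraries, 2 from wild-type (WT) yeast without a tagged protein and 2 from the Dbp7-HTP strain. After mapping with Bowtie 2 and filtering for T-to-C changes, the authors deposited for each library the number of reads in each RNA class, scaled to 1000000 mapped reads (RPM), and the number of reads and of substitutions covering each nucleotide of a single copy of the 35S pre-rRNA. The RPM of each snoRNA and the read profile of snR190 were used for the second replicate of each strain. The total was 467529 reads for WT replicate 2 and 730583 for Dbp7-HTP replicate 2. For the first replicates the total was estimated from the coverage of the 35S pre-rRNA per rRNA read in the second replicate of the same strain, which gave 159127 reads for WT replicate 1 and 1214217 for Dbp7-HTP replicate 1. Coverage was divided by these totals to give RPM, so that the RPM of the first replicates carry the error of the estimate, whereas shares of coverage do not. With 2 libraries per strain, the smallest two-sided p that an exact permutation test can give is 0.333. Confidence intervals cover counting error only, since PCR copies of a fragment are not independent molecules.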

Protein–RNA complexes were purified under native and denaturing conditions and co-purified RNAs were partially digested to leave intact only fragments directly bound by proteins. Co-purified RNA fragments were copied into a cDNA library that was subjected to Illumina deep sequencing. The obtained sequencing data were mapped onto the *Saccharomyces cerevisiae* genome using a filter to retain only reads containing specific T-to-C misincorporations that are introduced during reverse transcription of RNAs containing 4sU. 

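The share of reads assigned to rRNA, among all reads in the deposited class table, was 69.0% in Dbp7-HTP replicate 1 and 66.5% in Dbp7-HTP replicate 2 (95% Wilson interval 66.4 to 66.6%). It was 36.0% in WT replicate 1 and 30.6% in WT replicate 2 (95% Wilson interval 30.5 to 30.8%). The means were 67.8% ± 1.76 (SD, n = 2) for Dbp7-HTP and 33.3% ± 3.81 (SD, n = 2) for WT, a difference of 34.4 percentage points that was larger than the spread within either strain (exact permutation test, two-sided, p = 0.333, the smallest this design allows). Paired by replicate number, the difference was 33.0 points in replicate 1 and 35.9 points in replicate 2, a mean of 34.4 points. When reads from intergenic regions were left out of the total, the difference was 40.5 points. In the same libraries, reads from protein-coding genes made up 3.60 and 6.74% with Dbp7-HTP and 18.9 and 40.0% in WT, and tRNA reads made up 13.3 and 12.1% with Dbp7-HTP and 29.3 and 18.6% in WT.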

Two independent PAR-CRAC experiments were performed and, in both cases, analysis of the distribution of sequencing reads derived from different classes of RNAs revealed a larger portion of reads (67/69%) originating from rRNAs in the Dbp7-HTP PAR-CRAC dataset compared to the wild-type dataset (31/36%) (Fig. 4a). The fragments present in the wild-type control sample reflect non-specific, background RNAs that are co-purified during the PAR-CRAC procedure and the substantial enrichment of reads mapping to the rDNA in the Dbp7-HTP dataset supports the involvement of Dbp7 in ribosome biogenesis.

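Within the 35S pre-rRNA, the additional coverage was mostly on the 25S sequence. Mean coverage of 25S was 2031 and 1967 RPM in the Dbp7-HTP replicates and 869 and 586 in the WT replicates, and 25S made up 86.1 and 86.0% of the 35S coverage with Dbp7-HTP against 60.1 and 49.9% in WT. Mean coverage of 5.8S was 2688 and 2409 RPM with Dbp7-HTP against 1928 and 1460 in WT. Mean coverage of 18S was lower with Dbp7-HTP, at 342 and 356 RPM against 850 and 920 in WT. RPM is a share of all mapped reads, so more 25S reads lower the RPM of every other sequence. Coverage of 18S and of the windows below was not scaled to reads outside rRNA. Their lower values may thus reflect this dilution, and a loss of 18S reads is not shown. The 35S sequence was divided into 50-nt windows, and the 134 windows with a mean of at least 10 RPM were compared on a log2(RPM + 1) scale with limma. With Benjamini-Hochberg adjustment, 60 windows had an adjusted p below 0.05, of which 30 were higher and 30 lower with Dbp7-HTP. Of the higher windows, 27 began in 25S, and of the lower windows, 20 began in 18S. Scaled to the total coverage of the 35S pre-rRNA, 17 windows were higher and 50 lower with Dbp7-HTP. When the replicate number was fitted as a replicate block, 62 windows passed, 31 in each direction. Same-numbered libraries deviated from their group means with a correlation of 0.12 across windows. The largest increases were at nucleotides 2350 to 2399 of 25S (log2 ratio 4.14, standard error 0.50, limma adjusted p = 1.11e-05), at nucleotides 3100 to 3149 of 25S (log2 ratio 3.89, adjusted p = 1.45e-05) and at nucleotides 4 to 53 of the 3′ ETS (log2 ratio 3.57, adjusted p = 3.95e-05). In the 3′ ETS window the WT replicates had 11.8 and 6.67 RPM, and with 10 RPM added in place of 1 its log2 ratio was 2.73. Its place among the largest increases may thus depend on the value added. The 3 largest decreases were adjacent windows of 18S from nucleotide 1601 to 1750, with log2 ratios of -2.92, -3.18 and -3.65. Without WT replicate 1 they were -2.81, -4.33 and -2.96, and without WT replicate 2 -3.04, -2.03 and -4.33. Their order thus changed with the WT library left out. The paper takes the larger portion of rRNA reads over the background of the control as support for a role of Dbp7 in ribosome biogenesis.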

**Fig. 4:**
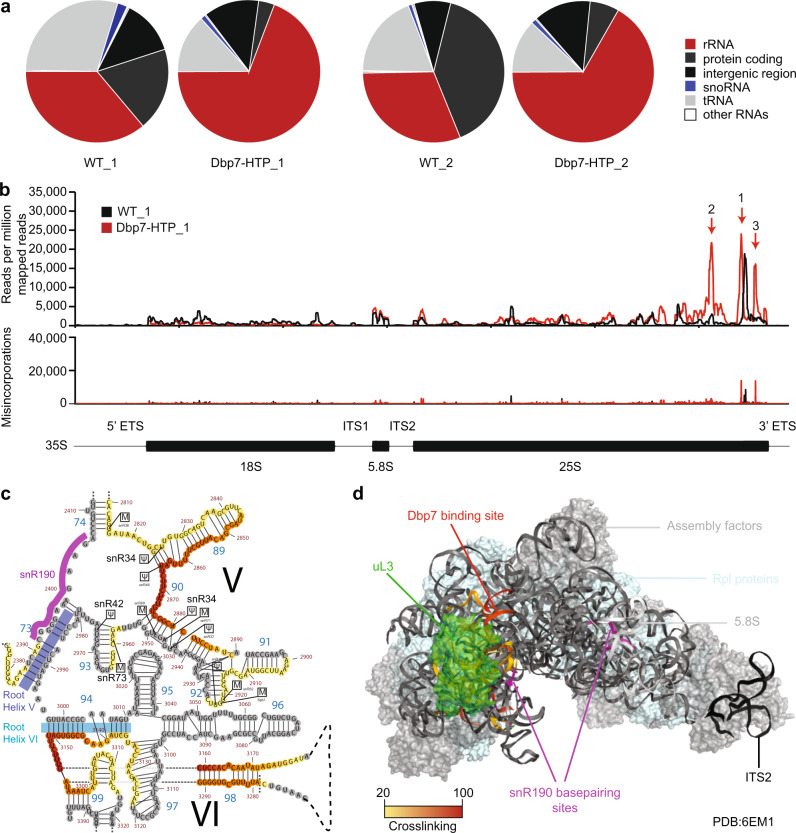
Dbp7 cross-links to domain V and VI of the 25S rRNA sequence. **a** The relative numbers of reads mapping to genes encoding different RNA species in the wild-type control (WT) and Dbp7-HTP PAR-CRAC samples are presented as pie charts. Highlighted in red and blue are the proportions of reads mapping to the rDNA locus and snoRNA genes, respectively. Data from two independent PAR-CRAC experiments are shown. **b** The normalized numbers of reads mapping to each nucleotide of the *RDN37* rDNA transcription unit in the Dbp7-HTP and WT samples are shown in the upper panel. The normalized number of the T-to-C misincorporations mapping to each nucleotide of *RDN37* is shown in the lower panel. A schematic representation of the 35S pre-rRNA transcript is shown at the bottom with black rectangles corresponding to the mature rRNAs and black lines representing the transcribed spacers. **c** A magnified view of the domain V and VI regions of the 25S rRNA secondary structure, containing the three major Dbp7-HTP cross-linking sites is shown. The number of sequencing reads mapping to each nucleotide of 25S rRNA is represented by a color code where the maximum number of reads (100%) is shown in red and lower numbers of reads (down to 20%) are shown in orange-yellow. The predicted basepairing site of snR190 is indicated by a purple line, and the domain V and VI root helices are indicated in blue and cyan, respectively. **d** Modeling of the identified Dbp7-HTP cross-linking sites onto a tertiary structure of the 25S rRNA in the state C nucleolar pre-60S particle purified via TAP-tagged Nsa1 followed by Flag-tagged Ytm1 (PDB: 6EM1) using a color scale as in (**c**). The density corresponding to uL3 is colored in green and snR190 basepairing sites are indicated in purple. In panels (**b**–**d**), data from a single, representative PAR-CRAC dataset is shown.

Due to the high reproducibility of the PAR-CRAC results, a single, representative dataset is presented for the subsequent analyses. 

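Across the 6858 nucleotides of the 35S pre-rRNA, the coverage of the 2 Dbp7-HTP libraries had a Pearson correlation of 0.945 and a Spearman correlation of 0.980. The 2 WT libraries had a Pearson correlation of 0.324 and a Spearman correlation of 0.831. Between strains, the Pearson correlation lay between 0.246 and 0.278 and the Spearman correlation between 0.625 and 0.757. On a log2(RPM + 1) scale the Pearson correlation was 0.981 for Dbp7-HTP and 0.849 for WT. These correlations are across nucleotides, which are not independent replicates. The nucleotides at or above 20% of the highest 25S coverage numbered 253 in Dbp7-HTP replicate 1 and 140 in replicate 2, and 119 of them were shared.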

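The 3 highest maxima of 25S coverage in Dbp7-HTP replicate 1, at least 50 nt apart, were taken as the peaks. Peak 1 was at nucleotide 3156 of 25S, peak 2 at nucleotide 2871 and peak 3 at nucleotide 3294 of the 3396 nucleotides. The regions at or above 50% of each maximum were nucleotides 3141 to 3172 (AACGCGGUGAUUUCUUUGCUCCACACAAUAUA), 2845 to 2886 (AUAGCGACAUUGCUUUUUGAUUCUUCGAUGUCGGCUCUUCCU) and 3279 to 3300 (AUUUUGCGUGGGGAUAAAUCAU), respectively. In Dbp7-HTP replicate 2 the 3 highest maxima were at nucleotides 3156, 2868 and 3294. The coverage at peak 1 was 24044 RPM in Dbp7-HTP replicate 1 and 26717 in replicate 2. At peak 2 it was 21757 and 22096 RPM, and at peak 3 it was 16175 and 33128. Peak 1 was thus the highest in replicate 1 and peak 3 the highest in replicate 2.

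**Figure D1:**
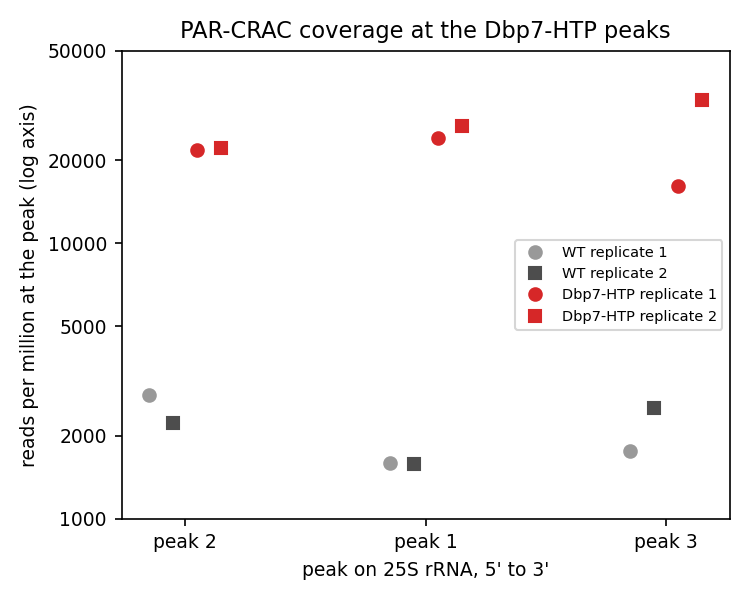
Coverage at the maximum of each Dbp7-HTP peak on 25S rRNA, in RPM on a log axis, with 1 point per library and the peaks in 5′ to 3′ order. The Dbp7-HTP libraries lie between 16175 and 33128 RPM and the WT libraries between 1579 and 2815.4.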

Analysis of the normalized numbers of sequencing reads mapping to each nucleotide of the *RDN37* locus encoding the initial 35S pre-rRNA transcript revealed three prominent peaks (peaks 1–3) close to the 3′ end of the 25S rRNA, representing Dbp7-HTP cross-linking sites (Fig. 4b, upper panel). 

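At the nucleotides of the Dbp7-HTP peaks, the WT libraries had 1590 and 1579 RPM at peak 1, 2815.4 and 2227 at peak 2, and 1766 and 2532 at peak 3. The log2 ratio of Dbp7-HTP to WT, with 1 RPM added, was 4.00 at peak 1, 3.13 at peak 2 and 3.45 at peak 3. Each of these was larger than the spread within either strain (exact permutation test, two-sided, p = 0.333 for each peak). Paired by replicate number, the log2 ratios were 3.92 and 4.08 at peak 1, 2.95 and 3.31 at peak 2, and 3.19 and 3.71 at peak 3. Scaling each library to its total coverage of the 35S pre-rRNA lowered the 3 log2 ratios to 3.16, 2.30 and 2.62. The WT libraries had their own highest maxima elsewhere on 25S. In WT replicate 1 it was at nucleotide 3188, with 17615 RPM, where WT replicate 2 had 631 and the Dbp7-HTP libraries 2426 and 2208. In WT replicate 2 it was at nucleotide 1430, with 12123 RPM, where WT replicate 1 had 2501 and the Dbp7-HTP libraries 2469 and 3536. The next highest maxima of WT replicate 2 were at nucleotides 3285 and 2872, within peak regions 3 and 2. Those of WT replicate 1 were at nucleotides 2548 and 945, outside the peak regions.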

RNA fragments corresponding to these three cross-linking sites were not enriched in the control sample and the cross-linking sites are also specific when compared to the binding sites of other RNA helicases previously analyzed^18,47,49^. Binding of Dbp7 to this region is further supported by the presence of nucleotide misincorporations (Fig. 4b, lower panel). 

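Substitutions were recorded only at uridines. In the peak 1 region, the most substituted nucleotide with Dbp7-HTP was U3156, with 13582 substitution RPM in replicate 1 and 15163 in replicate 2, or 56.5 and 56.8% of the reads covering it. In the peak 3 region it was U3293, with 13392 and 26733 substitution RPM, or 83.7 and 80.8% of the reads. In the peak 2 region it was U2866, with 3014 and 3247 substitution RPM, or 14.2 and 14.9% of the reads. The highest values in the same regions of the WT libraries were 647 and 537 substitution RPM for peak 1, 874 and 834 for peak 2, and 377 and 2008 for peak 3. The log2 ratios of Dbp7-HTP to WT were 4.60, 1.87 and 4.44 for peaks 1, 2 and 3 (exact permutation test, two-sided, p = 0.333 for each). For peak 3 the WT replicates differed by more than those of Dbp7-HTP, with SDs of 1.70 and 0.71 on the log2 scale. As a share of coverage, substitutions in WT reached 31.0 and 38.5% in the peak 2 region, at U2875, which was above the share at U2866 with Dbp7-HTP. At U2866 itself the share in WT was 6.41 and 7.42%. At U3293 the share was 23.3% in WT replicate 1 and 80.7% in WT replicate 2. Since every retained read contains a T-to-C change, these shares are conditional on the filter.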

The two-dimensional arrangement of these distinct peaks was then examined by modelling them on the secondary structure of mature 25S rRNA^60^. This revealed that the Dbp7-HTP cross-linking sites lie in helix 90 of domain V of the 25S rRNA and helices 94, 98, and 99 of domain VI (Fig. 4c). These cross-linking sites correlate well with a function of Dbp7 in the early events of 60S biogenesis as domain VI, together with domains I and II, are the first regions to display rRNA folding and stabilization^3,25,29,35^ and helix 94 is a domain VI root helix. 

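The helices were placed on the deposited 25S sequence by matching the letters drawn in Fig. 4c. The stretch drawn at the 5′ strand of helix 90, from U2865 to U2880, was entirely at or above 50% of the highest 25S coverage in both Dbp7-HTP libraries, and reached 90.5% of it in replicate 1 and 66.7% in replicate 2. The 3′ strand of helix 94, nucleotides 3136 to 3151, had all 16 nucleotides at or above 20% of the highest coverage in both libraries. The 5′ strand of helix 94, nucleotides 2997 to 3010, reached 7.71 and 5.41% of the highest coverage and had no nucleotide at or above 20%. The single-stranded stretch between helices 94 and 98, nucleotides 3152 to 3158, held the maximum of replicate 1. In WT, no nucleotide of helix 94 or of the helix 90 stretch reached 20% of that library's highest coverage. This limit depends on the highest site of each WT library, with 17615 and 12123 RPM against 5254 and 2535 at the next maximum. The helix 90 stretch reached 16.2 and 18.5% of that site in WT. Its mean coverage was 2662 and 2122 RPM in WT against 20475 and 20856 with Dbp7-HTP. Apart from the stretches holding the 3 peaks, Dbp7-HTP replicate 1 also had stretches at or above 20% at nucleotides 2375 to 2387, 2390 to 2391, 2595 to 2620, 2900 to 2925 and 2956 to 2964, none of which reached 20% in replicate 2. In the same way, replicate 2 had a stretch at nucleotides 3376 to 3392 that did not reach 20% in replicate 1.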

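Helix 98 is formed by nucleotides 3159 to 3171 and 3279 to 3291 of 25S. All 13 nucleotides of each strand were at or above 20% of the highest 25S coverage in both Dbp7-HTP libraries. Relative to the highest 25S coverage of each WT library, 2 nucleotides of the 5′ strand reached 20% in WT replicate 1 and 12 of the 3′ strand in WT replicate 2, and 0 of the 3′ strand in WT replicate 1 and 0 of the 5′ strand in WT replicate 2. Mean coverage of the 5′ strand was 17200 and 19833 RPM in the Dbp7-HTP replicates and 2248 and 1153 in WT. Mean coverage of the 3′ strand was 15479 and 32554 RPM with Dbp7-HTP and 1859 and 2499 in WT.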

Interestingly, both strands of helices 98 and 99, which are separate by a 100-nucleotide loop sequence, are cross-linked by Dbp7-HTP. This suggests that the basepairing of helices 98 and 99 observed in mature ribosomes is already established during the initial steps of pre-60S biogenesis (Fig. 4c). 

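For helix 99, the 5′ strand, nucleotides 3292 to 3298, had all 7 nucleotides at or above 50% of the highest 25S coverage in both Dbp7-HTP libraries. In WT replicate 2, 5 of these 7 nucleotides were at or above 20% of the highest coverage of that library, and in WT replicate 1 none was. The 3′ strand, nucleotides 3389 to 3394, reached 18.1% of the highest coverage in Dbp7-HTP replicate 1, with no nucleotide at or above 20%, and 20.6% in replicate 2, with 4 of 6 nucleotides at or above 20%. Its mean coverage was 4139 and 6651 RPM with Dbp7-HTP and 888 and 599 in WT, where no nucleotide of this strand reached 20%. From cross-linking on both sides of these helices, the paper proposes that their basepairing is present early in pre-60S biogenesis.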

To date, Dbp7 is not present in any available cryo-EM structure of a pre-60 particle^21,23,25,27–32^. As our data suggest that Dbp7 acts during the early 60S assembly steps, the Dbp7-HTP cross-linking sites identified by PAR-CRAC were mapped onto the tertiary structure of the 25S rRNA in the earliest available pre-60S particles^25^. Among the different nucleolar pre-60S structures available, the three Dbp7-HTP prominent cross-linking sites can only be completely visualized on the state C particle (PDB:6EM1) purified via TAP-tagged Nsa1 followed by Flag-tagged Ytm1. The Dbp7-HTP cross-linking sites cluster in close proximity on this particle, supporting the notion that they reflect different contact points of a single Dbp7 binding event (Fig. 4d). Visualization of the r-proteins present in the vicinity of the Dbp7-HTP cross-linking site revealed the close proximity of uL3, consistent with the strong enrichment of this r-protein in Dbp7-containing pre-60S particles (Figs. 1g, h and 4d).

### A subset of snoRNAs accumulates on pre-60S particles when Dbp7 is lacking

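The share of reads assigned to snoRNAs was 1.10% in Dbp7-HTP replicate 1 and 1.13% in Dbp7-HTP replicate 2 (95% Wilson interval 1.11 to 1.16%). It was 2.38% in WT replicate 1 and 0.863% in WT replicate 2 (95% Wilson interval 0.837 to 0.889%). The means were 1.12% ± 0.024 (SD, n = 2) for Dbp7-HTP and 1.62% ± 1.07 (SD, n = 2) for WT, and the difference of -0.50 percentage points was smaller than the spread between the WT replicates (exact permutation test, two-sided, p = 1). Paired by replicate number, the difference was -1.28 points in replicate 1 and 0.271 points in replicate 2, a mean of -0.50 points. As a share of reads outside rRNA, the mean difference was 0.985 points in favour of Dbp7-HTP. It was not compared with the spread between replicates, so it is not shown to hold in both. As a share of reads outside tRNA it was -0.934 points, and outside intergenic regions -0.551 points.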

Analysis of the distribution of PAR-CRAC sequencing reads between different classes of RNA also revealed enrichment of reads mapping to snoRNA sequences in the Dbp7-HTP datasets compared to the control (Fig. 4a). As the identified Dbp7 cross-linking site on the 25S rRNA is close to the pre-rRNA basepairing sites of several snoRNAs (Fig. 4c) and snoRNP proteins were co-purified with Dbp7-TAP (Fig. 1g), the identities of the snoRNAs enriched in the Dbp7-HTP PAR-CRAC data were investigated. This revealed a more than two-fold enrichment of several snoRNAs (snR190 (C/D), snR49 (H/ACA), snR73 (C/D), snR34 (H/ACA), snR82 (H/ACA), and snR42 (H/ACA)) relative to the wild-type control (Fig. 5a). 

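These ratios come from 1 library of each strain, Dbp7-HTP replicate 2 and WT replicate 2, so they have no replicate check. Every deposited snoRNA value corresponded to a whole number of reads, and the 95% intervals below are exact (Clopper-Pearson) intervals on those reads, which compare the 2 libraries and not the strains. Of the 77 snoRNAs listed, 75 had at least 10 reads in the 2 libraries together, and 9 of these had an RPM ratio above 2. snR49 had 62 reads with Dbp7-HTP and 9 in WT, a ratio of 4.41 (2.18 to 10.1). snR73 had 195 and 29 reads, a ratio of 4.3 (2.90 to 6.60). snR34 had 73 and 12 reads, a ratio of 3.89 (2.10 to 7.88). snR82 had 140 and 25 reads, a ratio of 3.58 (2.33 to 5.73). snR42 had 61 and 15 reads, a ratio of 2.60 (1.46 to 4.93). The other snoRNAs above 2 were snR31, with 31 and 9 reads and a ratio of 2.20 (1.02 to 5.26), snR44, with 14 and 4 reads and a ratio of 2.24 (0.703 to 9.34), and snR80, with 8 reads against 2, which was at least 1.71-fold higher as a point value with WT set to the floor of 3 reads, while its interval of 0.511 to 24.7 included 1. The median ratio over the 75 snoRNAs was 0.730, and 45 of them were below 1. The lowest ratios were those of snR87, at 0.142, and snR47, at 0.145. Scaled to the reads outside rRNA, all ratios rose by a factor of 2.25 and 32 snoRNAs were above 2.

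**Figure D2:**
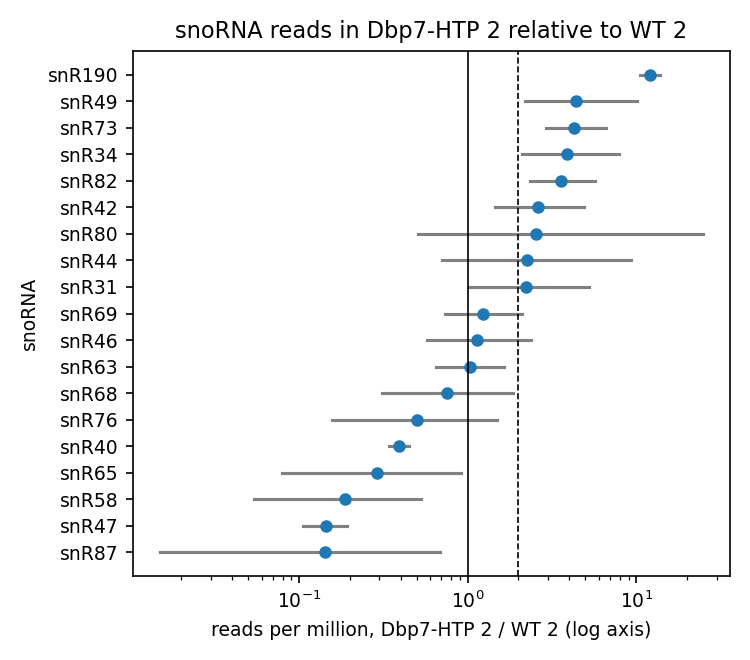
Ratio of RPM in Dbp7-HTP replicate 2 to WT replicate 2 for the snoRNAs named by the paper, the others above 2-fold and the 2 lowest, on a log axis. Points are ratios and lines their 95% exact intervals from read counts, with a solid line at a ratio of 1 and a dashed line at 2. The interval of snR190 lies above those of the other snoRNAs except that of snR80, which rests on 8 and 2 reads.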

Strikingly, snR190, which is 12-fold enriched in the Dbp7-HTP PAR-CRAC data, is suggested to chaperone rRNA folding rather than guiding rRNA 2′-*O*-methylation^61^ and has a pre-rRNA basepairing site in close proximity to the identified Dbp7-HTP pre-rRNA cross-linking sites. 

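snR190 had 4425 reads in Dbp7-HTP replicate 2 and 236 in WT replicate 2, which is 6056 and 504 RPM and a ratio of 12.0 (95% exact interval 10.5 to 13.7). It made up 50.7% of the listed snoRNA reads with Dbp7-HTP and 5.49% in WT. Scaled to the total of listed snoRNA reads, its ratio was 9.23. The longest uninterrupted Watson-Crick complementarity between the deposited snR190 and 25S sequences was 10 nt, between nucleotides 22 to 31 of snR190 (UCUUCUUUCC) and the stretch from G2395 to nucleotide 2404 of 25S (GGAAAGAAGA). Coverage at G2395 was 4064 and 2918 RPM in the Dbp7-HTP replicates and 113 and 156 in WT.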

Notably, several, but not all of the other enriched snoRNAs, also have basepairing sites in the vicinity of the Dbp7-HTP pre-rRNA cross-linking sites. 

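The uridines of 25S whose pseudouridylation is guided by snR34, U2826 and U2880, were covered by 6962 and 17102 RPM in Dbp7-HTP replicate 1 and by 6383 and 17533 in replicate 2. In WT replicate 1 they were covered by 1005 and 2495 RPM and in WT replicate 2 by 481 and 1978. U2880 lies within the peak 2 region and U2826 lies upstream of it.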

The snoRNAs guiding the rRNA 2′-*O*-methylations affected by lack of Dbp7 (Fig. 2a, b) were not found to be enriched, further supporting the conclusion that the defects in rRNA 2′-*O*-methylation observed in cells lacking Dbp7 or its catalytic activity are long-range, indirect effects of impaired pre-60S remodeling. 

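Of the snoRNAs guiding these methylations, snR40 had 330 reads in Dbp7-HTP replicate 2 and 537 in WT replicate 2, an RPM ratio of 0.393 (95% exact interval 0.342 to 0.452). snR58 had 5 and 17 reads, a ratio of 0.188 (0.0543 to 0.531), and snR65 had 5 and 11 reads, a ratio of 0.291 (0.0792 to 0.908). The intervals of snR76, with a ratio of 0.498 (0.158 to 1.50), snR68, with 0.756 (0.313 to 1.86), and snR69, with 1.23 (0.733 to 2.10), included 1. Scaled to the reads outside rRNA, the ratio was 2.76 for snR69, 1.70 for snR68 and 1.12 for snR76, and remained below 1 for snR40, snR58 and snR65.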

To confirm the presence of the enriched snoRNAs in Dbp7-containing pre-ribosomes, a pulldown was performed using Dbp7-TAP and snoRNAs were detected by northern blotting. snR190, snR73, snR82, and snR42 were strongly enriched in Dbp7-containing particles, and snR34 and snR49 were also present above background levels (Supplementary Fig. 3a). The lesser association of snR34 and snR49 with Dbp7-TAP could reflect a weak or transient association of these snoRNAs with pre-60S particles, meaning that they are better captured with cross-linking. The specific enrichment of only a subset of snoRNAs in Dbp7-containing pre-60S particles is further supported by the finding that snR63, which was not enriched in the Dbp7-HTP PAR-CRAC data, was also not enriched above background in the Dbp7-TAP pulldown.

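In the PAR-CRAC data, snR63 had 53 reads in Dbp7-HTP replicate 2 and 33 in WT replicate 2. Its RPM ratio was 1.03 (95% exact interval 0.653 to 1.64), and 2.31 when scaled to the reads outside rRNA.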

**Fig. 5:**
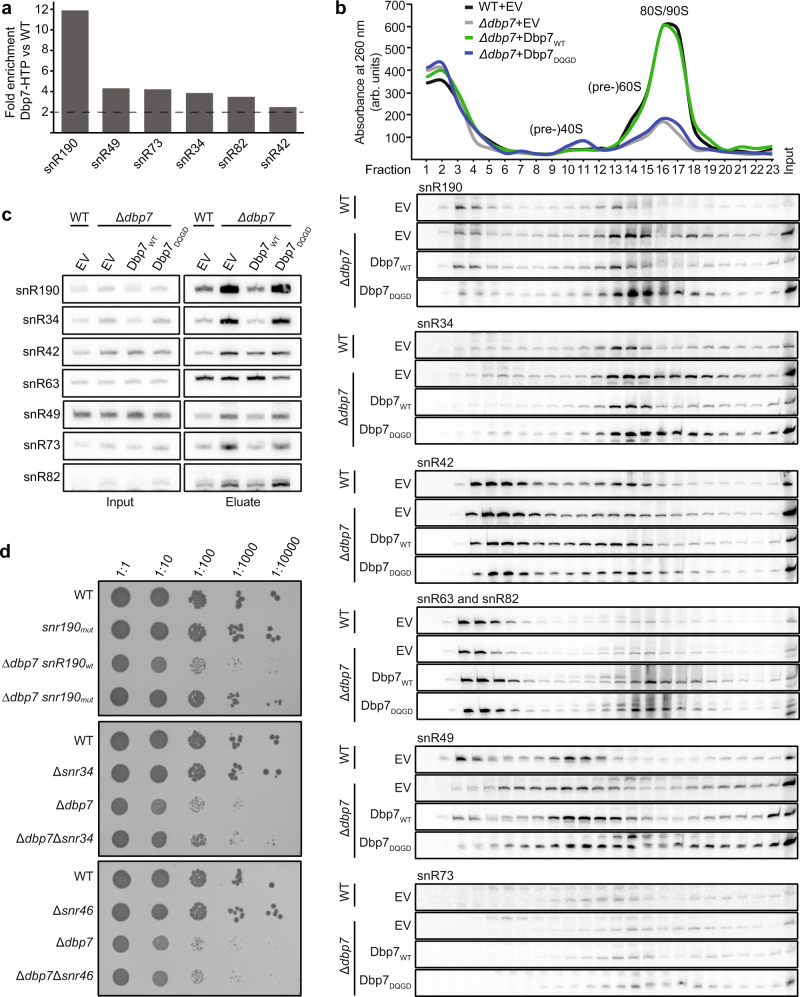
A subset of snoRNAs accumulate on pre-60S particles in the absence of Dbp7. **a** The fold enrichments of snoRNAs showing >two-fold enrichment in Dbp7-HTP_2 PAR-CRAC dataset compared to WT_2 are shown. **b** Whole-cell extracts from wild-type yeast (WT) containing an empty vector (EV) and the Δ*dbp7* strain carrying EV or plasmids for expression of Dbp7_WT_ or Dbp7_DQGD_ were separated by sucrose density gradient centrifugation. RNAs extracted from each fraction were separated by denaturing PAGE and the distributions of the indicated snoRNAs were analyzed by northern blotting. Where snR63 and snR82 are simultaneously detected, the lower band corresponds to snR63 and the upper to snR83. Experiments were performed in duplicate and representative data is shown. **c** Extracts from yeast strains expressing Nop2-TAP in the background of the Dbp7 complementation system were used for pulldowns on IgG sepharose. RNAs present in inputs (3%) and eluates were extracted, separated by denaturing PAGE and the indicated snoRNAs detected by northern blotting. Experiments were performed in duplicate and representative data is shown. **d** Equal numbers cells from the indicated yeast strains were serially diluted and spotted onto a plate. Growth was documented after 72 h of incubation at 30 °C.

To explore whether lack of Dbp7 affects the dynamics of these snoRNAs on pre-ribosomes, whole-cell lysates from wild-type yeast and the Δ*dbp7* strain carrying either an empty vector or a plasmid for expression of Dbp7_WT_ or Dbp7_DQGD_ were subjected to sucrose density centrifugation. Monitoring the absorption profiles at 260 nm confirmed a strong reduction in 60S subunit production, relative to 40S, and a concomitant decrease in 80S monosomes in cells lacking Dbp7 or its catalytic activity (Fig. 5b; upper panel). The distribution of selected snoRNAs was then analyzed by northern blotting (Fig. 5b). The levels of snR42 on pre-ribosomal complexes were not strongly affected by lack of Dbp7 or its activity. However, in cells lacking Dbp7 or its activity, the amount of snR190 present on large pre-ribosomal complexes (fractions 17–23) was higher than in cells expressing wild-type Dbp7, while the amount of snR190 present in non-ribosomal complexes (fractions 1–7) was reduced, suggesting accumulation of snR190 in early/pre-60S complexes in the absence of the remodeling activity of Dbp7. Likewise, for snR34, a notable increase in the amount of the snoRNA on pre-60S and larger pre-ribosomal complexes (fractions 13–23) was observed in cells lacking Dbp7 or its catalytic activity compared to wild-type.

As these data indicate a role for Dbp7 in modulating snoRNA levels on pre-60S complexes, the levels of a subset of snoRNAs were monitored in pre-60S particles isolated from wild-type yeast and the strain lacking Dbp7. The AF Nop2 is present in the state D and E cryo-EM structures of nucleolar 60S precursors, where it is positioned far away from the Dbp7-binding sites in domain V/VI^25^. Nop2 was also identified in Dbp7-containing particles (Fig. 1g) and this association was confirmed by a reverse pulldown via Nop2-TAP followed by western blotting analysis (Supplementary Fig. 3b). Analysis of the pre-rRNAs associated with Nop2 revealed a strong enrichment of the 27SB pre-rRNA (Supplementary Fig. 3c), implying that although Dbp7 and Nop2 are both present in common pre-60S complexes, Nop2 remains associated after dissociation of Dbp7. Collectively, these observations highlight pre-60S particles purified via Nop2 as ideal to investigate changes in the 60S maturation pathway when Dbp7 is lacking. Pre-60S particles were therefore isolated via Nop2-TAP from cells expressing Dbp7 and those lacking Dbp7 or its catalytic activity, and northern blotting was used to detect selected snoRNAs. Consistent with the gradient analysis, this revealed accumulation of snR190 and snR34 in Nop2-containing particles in cells lacking Dbp7 or its catalytic activity compared those expressing wild-type Dbp7, while the levels of other snoRNAs (e.g., snR42) were not so strongly affected (Fig. 5c).

snR34 guides pseudouridylation of 25S-U2826 and 25S-U2880 in close proximity to the Dbp7 cross-linking sites so we investigated whether the altered dynamics of this snoRNA on pre-ribosomes in cells lacking Dbp7 or its catalytic activity affects modification of these sites. 

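In the PAR-CRAC libraries of the second replicate, snR46 had 25 reads with Dbp7-HTP and 14 in WT, an RPM ratio of 1.14 (95% exact interval 0.572 to 2.38). Scaled to the reads outside rRNA, the ratio was 2.57.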

Primer extension was performed on CMC-labeled RNAs isolated from strains of the complementation system and strains lacking specific snoRNAs as control, however, no differences in pseudouridylation of the sites guided by snR34 or 25S-U2865 guided by snR46, a snoRNA not enriched with Dbp7, were observed (Supplementary Fig. 4a,b). snR190 was initially predicted to 2′-*O*-methylate 25S-G2395 close to the Dbp7 pre-rRNA cross-linking sites, but no methylation of this site has been detected^55,61,62^. Instead, predicted snR190 basepairing sites in domains I and V of the 25S rRNA have led to the suggestion that the snoRNA may function as a pre-rRNA folding chaperone (Fig. 4c, d)^38,61^. The distribution of sequencing reads mapping to snR190 (and snR34 and snR42) were examined to determine whether Dbp7 physically associates with the regions of snR190 involved in basepairing with the 25S rRNA. While Dbp7-HTP predominantly cross-linked to the 5′ end of snR34, in the case of snR190, the majority of reads mapped across the box B sequence that basepairs with domain I of the pre-rRNA, and close to the 3′ end of the snoRNA (Supplementary Fig. 5a-c). 

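In Dbp7-HTP replicate 2, 77.1% of the coverage of the 190 nt of snR190 was on nucleotides 141 to 190. The maximum was at nucleotide 175, with 4087 RPM, and coverage was at or above 50% of it from nucleotide 154 to 190. Nucleotides 1 to 50 held 8.17% of the coverage, nucleotides 51 to 100 held 8.27% and nucleotides 101 to 140 held 6.51%. The most substituted nucleotide was U177, with 1777 substitution RPM, 43.9% of the reads covering it. In WT replicate 2 the distribution had the same shape at a lower level, with 77.6% of the coverage on nucleotides 141 to 190, a maximum of 370 RPM at nucleotide 174 and a substitution share of 59.2% at U177. After subtraction of WT, 77.0% of the Dbp7-HTP coverage was on nucleotides 141 to 190. The limits of box B were not taken from the deposited sequence, and the profiles of snR34 and snR42 were not analysed here. These values come from 1 library per strain.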

Interestingly, the cross-linking site of Dbp7-HTP on snR190 is distinct from a previously reported cross-linking site of Npa1^38^.

The finding that lack of Dbp7 compromises the release of snoRNAs with pre-rRNA target sites close to Dbp7-binding region, most notably snR190 and snR34, from pre-ribosomes raised the possibility that failure to release these snoRNAs underlies the impaired growth of the Δ*dbp7* strain (Fig. 1c; Supplementary Table 1). Yeast strains lacking *snR34* or *snR42*, or carrying a mutation in box C of snR190 that destabilizes the snoRNA, were therefore generated in the wild-type or Δ*dbp7* background (Supplementary Fig. 6a-d)^61^. Growth analysis of these strains demonstrated that lack of snR34, snR42, or snR190 did not strongly affect growth (Fig. 5d; Supplementary Table 1). Strikingly, lack of either snR190 or snR34, but not snR42, partially rescued the growth defect of the Δ*dbp7* strain (Fig. 5d), suggesting that Dbp7-induced release of these snoRNAs from pre-60S particles is an important step in LSU biogenesis.

### Dbp7 is required for efficient recruitment of “A3 factors” and uL3 to pre-60S particles

The degradation of pre-rRNAs in the Δ*dbp7* strain and the retention of a subset of snoRNAs, including snR190, on pre-60S complexes when Dbp7 is lacking, demonstrate that the initial stages of pre-60S biogenesis are fundamentally impaired in the absence of Dbp7. Release of snoRNAs in early pre-60S particles, especially snR190 which plays a role in compaction of domains I and V^38^, is likely a key early maturation event important for licensing downstream steps such as recruitment of r-proteins and/or AFs.

To assess the influence of Dbp7 on the protein composition of pre-60S particles, Nop2-containing particles were isolated from whole-cell lysate of wild-type and Δ*dbp7* cells, and their composition was analyzed using MS (Fig. 6a, b). Analysis of the obtained MS data revealed decreases in the amounts of many proteins present in the Nop2-containing pre-60S particle in the absence of Dbp7 (Fig. 6b; Supplementary Table 2). Among the AFs, strong decreases in the levels of several “A3 factors” (e.g., Rlp7, Cic1, Nop15, Nop7), which are key players in the processing of 27SA to 27SB, were observed^63^. This finding is in line with the pre-rRNA processing defects observed in the absence of Dbp7 (Fig. 3) and was consolidated by western blot analysis of the “A3 factor” Cic1, which was present at lower levels in Nop2-TAP particles enriched from cells lacking Dbp7 or its catalytic activity than on those isolated from cells expressing Dbp7 (Fig. 6b, c). Furthermore, DMS structure probing analysis of the ITS2 regions bound by these factors revealed differences in nucleotide accessibility in the presence and absence of Dbp7 consistent with the impaired recruitment of these proteins (Supplementary Fig. 7). Consistent with the hierarchical association of AFs in early 60S particles, decreases in the levels of several B-factors in Nop2-TAP particles purified from cells lacking Dbp7 were also observed (Fig. 6b, Supplementary Table 2).

**Fig. 6:**
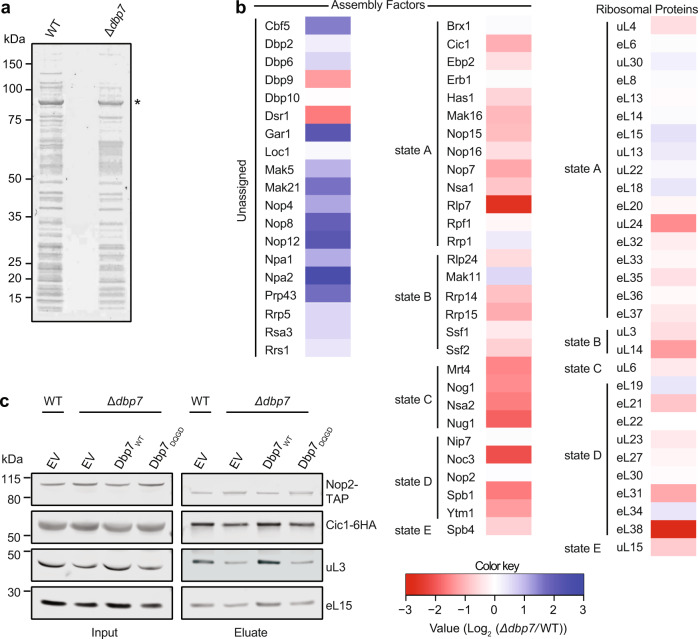
Dbp7 is required for the recruitment of uL3 to pre-ribosomes. **a**, **b** Nop2-TAP particles were isolated from whole-cell lysate of wild-type (WT) and Δ*dbp7* cells on IgG sepharose and eluted by overnight TEV cleavage. Associated proteins were separated by denaturing PAGE (**a**; asterisk indicates the Nop2 bait protein) and subjected to MS analysis (**b**). A heat map was generated from two independent biological replicates and shows the relative enrichment (log2 fold-change Δ*dbp7* vs. WT) of assembly factors and ribosomal proteins clustered based on their available cryo-EM data (PDB: 6EM3, 6EM4, 6EM1, 6EM5, 6ELZ, 6C0F, 6CB1)^25,29^. **c** Pre-60S particles were isolated via Nop2-TAP from yeast strains expressing Cic1-HA from its endogenous genomic locus in the context of the Dbp7 complementation system as in (**a**). The indicated proteins were detected in input and eluate samples by western blotting using antibodies against endogenous uL3 and eL15, the HA tag for Cic1, and the calmodulin-binding protein (CBP) for Nop2.

In contrast, the levels of various AFs that participate in the earliest stages of 60S biogenesis (e.g., Npa1, Npa2, Nop8, Rsa3, Dbp6, Dbp9, Dbp3, Mak5, Rrp5, Nop4, Nop12, Prp43, Cbf5, Gar1), were found to be higher in Nop2-TAP particles isolated from the Δ*dbp7* strain than those purified from wild-type yeast. The retention of these AFs, many of which are present in Dbp7-TAP particles (Supplementary Table 2), in predominantly later Nop2-containing particles, is consistent with impeded maturation and/or incorrect assembly of very early pre-60S complexes when Dbp7 is lacking. Enrichment of the Npa1 complex (Npa1, Npa2, Nop8, Rsa3, and Dbp6) raises the possibility that Dbp7 contributes, directly or indirectly, to dissociation of this chaperone complex and the enrichment of the H/ACA snoRNP proteins Cbf5 and Gar1 is consistent with the observed accumulations of several H/ACA snoRNAs in Nop2-containing particles when Dbp7 is lacking (Fig. 5b, c). Altogether, these data indicate that the pre-ribosomes purified from Δ*dbp7* cells accumulate as very early assembly intermediates, highlighting a key role of Dbp7 in driving efficient maturation of early pre-60S.

Examination of ribosomal proteins present in Nop2-TAP particles purified from wild-type and Δ*dbp7* cells revealed generally milder effects than for the AFs (Fig. 6b, Supplementary Table 2). eL38, uL24, uL14, eL31, and eL21 were the most affected, with more than two-fold decreases observed in the absence of Dbp7 (Fig. 6b). These r-proteins are mostly only present in later nucleolar particles^25^ and their depletion causes accumulation of either the 27SB or 7S pre-rRNAs^35,41,43,64^. Notably, these r-proteins are all non-essential^41^. The lack of strong effects on r-proteins and the high representation of non-essential r-proteins in these datasets supports that in the absence of Dbp7, aberrant pre-60S complexes are degraded.

Interestingly, however, the essential r-protein whose presence in the Nop2-TAP particle was most strongly affected by lack of Dbp7 was uL3. uL3 is recruited to early pre-60S particles, where it plays a crucial role in stabilizing the compacted domains I and V to allow recruitment and stable incorporation of other LSU r-proteins^35,42^. Hence, it is very likely that the decreases in the amounts of eL38, uL24, uL14, eL31, and eL21 present in the Nop2-TAP particles are due to inefficient incorporation of uL3 into earlier pre-60S particles. To determine whether the catalytic activity of Dbp7 is necessary for the recruitment of uL3 to pre-60S complexes, Nop2-containing particles were isolated from the established *DBP7* complementation system. While expression of plasmid-derived Dbp7_WT_ allowed normal recruitment of uL3, Nop2-TAP particles purified from cells expressing catalytically inactive Dbp7 (Dbp7_DQGD_) contained lower amounts of uL3, similar to those purified from the Δ*dbp7* strain carry only an empty vector (Fig. 6c). Collectively, our data support a catalytic function of Dbp7 in pre-60S remodeling to facilitate release of very early AFs and snoRNPs, allowing efficient incorporation of uL3 to stabilize inter-domain interactions and downstream recruitment of AFs and r-proteins.

## Discussion

An evolutionarily conserved feature of the ribosome assembly pathway is its hierarchical nature^35,65,66^. Early pre-ribosomal complexes are characterized by their open and flexible structures, which undergo progressive compaction and stabilization during the maturation process through the formation of appropriate RNA folds and the stable incorporation of r-proteins^25,29,31,67^. Although prodigious advances in cryo-EM technology have allowed structural snapshots of an increasing number of pre-ribosomal particles, the diverse and dynamic nature of very early pre-60S complexes still renders them extremely challenging for such approaches. Accordingly, even in the yeast model system, relatively little is currently known about the maturation events taking place in early pre-60S complexes and the activities that mediate them.

The core of the mature 60S ribosomal subunit is composed of several root rRNA helices, and formation and clustering of these helices during the very early stages of subunit biogenesis is suggested to be a key licensing step for particle maturation^3,35^. Proteomic analyses of early pre-60S particles have identified several AFs, including Npa1, Npa2, Rrp5, Mak21, Noc2, and Nop4, which each contain several RNA binding motifs and are proposed to act as scaffolds during the early stages of LSU maturation^3,68–71^. Rrp5 contacts both pre-40S and pre-60S pre-rRNAs coordinating pre-ribosome assembly and interestingly, decreased pre-ribosome compaction is observed in the absence of Rrp5^40^. While Npa1 is implicated only in early pre-60S maturation, pre-rRNA contact sites in domains I, V, and VI of the 25S rRNA suggest that Npa1 also bridges long-range pre-rRNA interactions and, by tethering the 5′ and 3′ ends of the 25S rRNA in close proximity, likely contributes to stabilization of early pre-60S particles^38^. Components of the Npa1 complex are present in pre-60S particles purified via Dbp7, implying that Dbp7 also acts during the very early stages of pre-60S biogenesis when particle compaction is taking place, however, compositional analyses of the pre-60S particles isolated via these two factors suggest the action of Dbp7 downstream of the Npa1 complex. Interestingly, our data reveal that Dbp7 cross-links to the 25S-h98-99 pre-rRNA sequence also cross-linked by Npa1 and lack of Dbp7 leads to accumulation of Npa1 complex components in later pre-60S particles purified via Nop2. Together, these data suggest that Dbp7 directly or indirectly contributes to the release of the Npa1 complex from early pre-60S particles. This finding is in line with previously reported genetic interactions between Dbp7 and components of the Npa1 complex^45^.

Alongside protein scaffolds, several non-methylating snoRNPs, such as U3, U14, snR10, and snR190 tether linearly distant pre-rRNA sequences in favorable folding conformations and/or prevent formation of aberrant basepairing interactions^13,19,61^. Lack of Dbp7 or its catalytic activity lead to accumulation of snR190 in pre-60S particles, suggesting that pre-ribosome remodeling by Dbp7 contributes to the release of snR190. Interestingly, our work and that of a parallel study^61^ reveal that several other snoRNAs with modification target sites close to the identified pre-rRNA cross-linking site of Dbp7 also accumulate on pre-60S particles when the helicase is lacking. Notable among these is snR34, which is strongly accumulated on pre-ribosomes in cells lacking Dbp7 or its catalytic activity. Dbp7 is a DExD box protein and RNA helicases of this type typically mediate local strand unwinding rather than translocating along RNA substrates^54^. It is improbable, therefore, that Dbp7 directly unwinds these snoRNAs from their pre-rRNA basepairing sites. Their dissociation is likely either an indirect consequence of pre-rRNA remodeling by Dbp7 or sterically requires the physical removal of Dbp7 from pre-60S particles. CRAC analyses allow capture of transient protein–RNA interactions and mapping of protein binding sites on RNA substrates. It remains unknown, however, which parts of the protein contact the pre-rRNA/snoRNAs at the identified sites and whether any of the cross-linking sites represent interactions of the catalytic core of the helicase and therefore reflect targets of its remodeling activity. Cross-linking of Dbp7 to domain V/VI of the 25S rRNA as well as the snR190 box B region that basepairs with domain I of the 25S rRNA strongly suggests that Dbp7 interacts with pre-ribosomal complexes in which these sequences are in close proximity.

Facilitating release of snR190 and snR34 from pre-ribosomes appears to be a major function of Dbp7 as strains lacking Dbp7 display enhanced growth in the absence of these snoRNAs. Failure to release these, and potentially other, snoRNAs in the absence of Dbp7 likely represents a road-block to ongoing pre-60S maturation. A further effect of lack of Dbp7 is the reduced amounts of the so-called “A3 factors” in pre-60S particles, which is consistent with the pre-rRNA processing defects observed upon depletion of Dbp7. It is possible that the exclusion of these factors, particularly Cic1 and Nop15, may be linked to the retention of Npa1, which also binds to ITS2 close to the binding sites of these two assembly factors^38^. Available cryo-EM structures of pre-60S particles also position A3 factors on compacted domains I, II, and VI^25,29^. This suggests that proper folding of domains I, II, and VI is necessary for stable incorporation of these proteins, and therefore, that their incorporation may serve as structural checkpoint, coupling rRNA compaction to irreversible pre-rRNA processing.

Another significant consequence of lack of pre-rRNA remodeling by Dbp7 is the impaired recruitment of uL3, which positions very close to the Dbp7 pre-rRNA cross-linking sites. In mature ribosomes, this r-protein contacts both the 5′ and 3′ ends of the 25S rRNA and its recruitment is a critical milestone during pre-60S biogenesis^1,35^. Stabilization of interactions between the 5′ and 3′ ends of the LSU rRNA during early ribosome assembly is conserved from bacteria to eukaryotes, highlighting its importance for ribosome assembly. Intriguingly, the 23S rRNA of thermophilic archaea *Pyrococcus furiosus* is even circularly permutated^72^. Consistent with this, our data indicate that in the absence of Dbp7, when recruitment of uL3 is impaired, pre-60S particles are degraded, likely having not fulfilled a necessary quality control requirement. Correct positioning of uL3 is also essential for formation of the PTC and Dbp7 cross-links to helix 89, which forms part of the PTC. 

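Helix 89 is drawn in Fig. 4c at nucleotides 2824 to 2864 of 25S, upstream of the maximum of peak 2. In Dbp7-HTP replicate 1 all 41 nucleotides were at or above 20% of the highest 25S coverage and 19 were at or above 50%. In replicate 2, 20 were at or above 20% and 12 at or above 50%. In WT, none of them reached 20% of that library's highest coverage, and the highest values were 14.0 and 16.9%. The highest WT sites, at nucleotides 3188 and 1430, stood far above the rest, so this limit is a strict one for WT. Mean coverage was 11279 and 11154 RPM with Dbp7-HTP and 1368 and 986 in WT.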

The enrichment of uL3 in pre-60S particles purified via Dbp7-TAP suggests the co-existence of Dbp7 and uL3 in the same pre-60S particles. In the absence of structural information on early pre-60S particles containing Dbp7 and uL3, it remains unclear whether uL3 binds this region in its final conformation while Dbp7 is still present or whether a conformational rearrangement takes place upon dissociation of Dbp7.

Together our data support a step-wise model in which tethering of domains I and VI of the 35S pre-rRNA is initially chaperoned by Npa1 and snR190 and that remodeling by Dbp7 then catalyzes an exchange of these factors for uL3 to stabilize early pre-60S particles enabling formation of the PTC and other downstream maturation events. The observation that, besides Dbp7, several other RNA helicases, including Dbp3, Dbp6, Dbp9, Has1, Mak5, Prp43, and Drs1, are present in early pre-60S particles suggests that the remodeling events induced by Dbp7 occur concurrently with other structural rearrangements catalyzed by other RNA helicases. It is likely that the concerted action of multiple helicases on different regions of early pre-60S particles is necessary to achieve accurate and efficient compaction. Structural insights into early pre-60S particles isolated via RNA helicases would likely yield further fascinating insights into the dynamics of the initial phases of pre-60S assembly and greater understanding of how the activities of different RNA helicases involved in 60S biogenesis are coordinated.

## Methods

### Molecular cloning

The *DBP7* coding sequence (CDS) was amplified from yeast genomic DNA with primers listed in Supplementary Table 3 and cloned into a pQE80-derived vector for recombinant expression of Dbp7 with an N-terminal His_10_-ZZ tag in *Escherichia coli* (*E. coli*). For generating a yeast complementation system, the *DBP7* CDS and 500 nucleotides upstream of the start codon and downstream of the stop codon was amplified from yeast genomic DNA by PCR and cloned into a pRS415 vector to allow expression from the endogenous promoter. For expression of Dbp7_DQGD_, plasmids were subjected to site-directed mutagenesis using primers to introduce a point mutation leading to substitution of glutamate E309 within the conserved DExD sequence motif with glutamine. All plasmid constructs used and generated in this study are listed in Supplementary Table 4.

### Yeast strains and growth analysis

All yeast strains generated in this study are based on *S. cerevisiae* BY4741 and are listed in Supplementary Table 5. The Δ*dbp7* yeast strain was obtained from the *S. cerevisiae* deletion collection (Euroscarf). Yeast strains expressing proteins with a C-terminal His_6_-TEV protease cleavage site-Protein A (HTP) tag, Calmodulin-binding peptide-TEV protease cleavage site-Protein A (TAP) tag, yeast-enhanced GFP Tag, 3xHA tag, or where proteins expression is from a pGAL_S_ promoter, were generated by homologous recombination using primers listed in Supplementary Table 3. Note, that the pGAL_S_-3HA cassette encodes a longer linker than the 3HA cassette used for C-terminal tagging leading to expression of proteins of slightly different lengths. A yeast complementation system was generated by transforming the Δ*dbp7* yeast strain with pRS145-derived plasmids (Supplementary Table 4) using lithium acetate–polyethylene glycol-mediated transformation. For fluorescence microscopy, a strain expressing C-terminally GFP-tagged Dbp7 from its genomic locus was transformed with plasmid for expression of Nop1-RFP. All yeast cultures were grown in Yeast Complete medium (1% yeast extract, 2% peptone/tryptone, 2% glucose or galactose) or synthetic medium lacking one amino acid (1.9 g/L yeast nitrogen base without amino acid (Formedium), 5 g/L ammonium sulfate, 2% dextrose, and corresponding amount of complete supplemented dropout of -HIS/-LEU/-URA (Formedium)). For all experiments, cultures were propagated for >12 h in exponential phase before harvesting. Cell growth was monitored every 90 or 120 min in liquid culture or through spotting of ten-fold serial dilutions of cultures on agar medium followed by examination after 2 or 3 days. For transient depletion of Dbp7, the pGAL_S_-3HA-*DBP7* yeast strain was grown exponentially in medium containing 2% galactose and then subsequently in media containing 2% glucose for 12 h before harvesting. The *snR190*_*mut*_ strain lacking snR190 was constructed through genome editing using the CRISPR-Cas9 approach^73^. As snR190 is expressed from a dicistronic gene also encoding the essential U14 snoRNA, inhibition of snR190 expression was achieved by introducing mutations in the K-loop motif of snR190 (box C and adjacent stem) to destabilize the snoRNA post-transcriptionally. A pML104-based vector (URA3 marker) for expression of Cas9 was engineered to express a guide RNA targeting Cas9 to the *SNR190* genomic locus, by inserting the annealed oligonucleotides OHA494 and OHA495 into pML104 previously linearized by BclI and SwaI. The resulting plasmid was co-transformed into BY4741 strain along with a donor single-stranded oligonucleotide (OHA496) containing the mutations to be introduced. Transformants were selected on synthetic medium lacking uracil and the pML104-based plasmid was rapidly counter-selected on plates containing 5-fluoroorotic acid. To validate the presence and specificity of the mutations, the *SNR190* locus was PCR-amplified from genomic DNA of selected clones using OHA497 and OHA498 primers, and sequenced.

### RNA isolation and northern blotting

RNA was extracted from yeast cells, sucrose density gradient fractions, and pre-60S particles immobilized on IgG Sepharose using phenol-chloroform-based extraction^47,49,74^. For analysis of pre-rRNAs, 6 μg of total RNA or RNA isolated from pre-60S particles were separated on a denaturing (glyoxal) 1.2% ultrapure agarose gel and transferred by vacuum blotting onto a nylon membrane. For analysis of snoRNAs, RNAs were separated on 8% denaturing (7 M Urea) polyacrylamide gels. RNA targets were detected using 5′-[^32^P]-labeled antisense DNA oligonucleotides listed in Supplementary Table 3. Membranes were exposed to phosphorimager screens and radioactive signals were detected using a Typhoon FLA 9500 (GE Healthcare Limited) phosphorimager. Images were quantified using ImageStudio™ Lite (LI-COR Biosciences) or ImageQuant (GE Healthcare Limited) software.

### Isolation of pre-ribosomal particles

Complexes associated with TAP-tagged proteins were isolated from appropriate yeast strains^49^. Cells were lysed by grinding in liquid nitrogen in a buffer containing 50 mM Tris-HCl pH 7.8, 150 mM NaCl, 1.5 mM MgCl_2_, 0.05% NP-40, 2 mM DTT and protease inhibitors. Clarified lysates were incubated with IgG sepharose beads for 2 h to capture protein A-tagged proteins. After subsequent washing, bound complexes were eluted with TEV protease overnight at 4 °C. Proteins in the input and eluate were then precipitated using 25% TCA, separated by SDS-PAGE, and analyzed by western blotting using the antibodies listed in Supplementary Table 6 or by MS. For analysis of co-purified RNAs, RNAs were extracted and detected by northern blotting as described above.

### Proteomics analysis and data processing

Isolated pre-ribosomal proteins were separated by SDS-PAGE, and each lane was cut into 21 slices. All gel slices were reduced, alkylated, and then digested with modified trypsin. The resulting peptides were extracted from the gel and vacuum-dried.

Dried peptides were dissolved in 2% acetonitrile (ACN) containing 0.1% formic acid (FA) and analyzed using a Q Exactive HF mass spectrometer (ThermoFisher Scientific) coupled with an Ultimate 3000 RSLC system (Dionex). Peptides were loaded on a reverse-phase C18 pre-column (Dionex, 5-mm long, 0.3 mm inner diameter), and desalted for 3 min using buffer A (0.1% FA). After 3 min, the pre-column was switched online with a self-made analytical column (30-cm long, 75 μm inner diameter, packed with 1.9 μm ReproSil-Pur C18-AQ beads (Dr. Maisch GmbH)). Trapped peptides were separated with a linear gradient of 5–45% buffer B (80% FA and 0.1% FA) at a flow rate of 300 nl/min. The total run time was 58 min. Both the pre-column and the column were maintained at 50 °C. The Q Exactive HF was operated in a data-dependent acquisition manner where one full MS scan across the 350–1600 *m*/*z* range was acquired at a resolution setting of 60,000 FWHM (full width, half maximum) to select up to 30 most abundant peptide precursors. Precursors were fragmented by higher collision energy dissociation (HCD) with nitrogen at a normalized collision energy setting of 28%, and their production spectra were recorded at resolution of 15,000 FWHM with the maximum ion injection time of 60 ms.

The MS raw files were processed by MaxQuant (version 1.6.5.0)^75^ and MS/MS spectra were searched against UniProt *S. Cerevisiae* database (downloaded on Feb 2019 with 9731 entries) using default settings. Trypsin was used for protein digestion with up to two mis-cleavages. Methionine oxidation and cysteine carbamidomethylation were defined as variable and fixed modifications, respectively. The false discovery rate (FDR) was set to 1% for both peptide and protein identifications. Subsequent data analysis was conducted with Perseus (version 1.6.2.3)^76^. After removing all decoy hits and potential contaminant entries, proteins identified only with modified peptides were filtered out. The intensity-based absolute quantification (iBAQ^77^) values of the remaining proteins were log2-transformed and median normalized. Subsequently, the iBAQ differences between input and eluate samples were calculated without any imputation.

### Sucrose density gradient centrifugation

Exponentially growing cells were lysed by grinding in liquid nitrogen in a buffer containing 50 mM Tris-HCl pH 7.8, 150 mM NaCl, 1.5 mM MgCl_2_, 0.05% NP-40, 2 mM DTT, and protease inhibitors. Cleared whole-cell lysates were separated on 10–45% sucrose density gradients in an SW-40Ti rotor for 16 h at 23,500 rpm^78^. Gradients were fractionated and the absorbance of each fraction at 260 nm was measured using a NanoDrop™ (Thermo Scientific). Proteins in each fraction were precipitated with 20% TCA and analyzed by western blotting. RNAs present in each fraction were extracted and analyzed by northern blotting.

### RiboMeth-seq

Yeast strains were grown exponentially to an OD_600_ of 0.8. Total RNA was extracted and 5 μg was used for RiboMeth-seq^55^. In brief, 5 µg total RNA was fragmented under denaturing conditions in alkaline buffer (pH 9.9). Then, the RNA was separated on a denaturing (urea) polyacrylamide gel, fragments in the size range 20–40 nt were excised and ligated to adapters using a modified tRNA ligase. cDNA was made using Superscript III (Thermo Fisher Scientific) and sequenced on a PI Chip v3 using the Ion Proton platform. Reads were mapped to the yeast transcriptome, and the RMS score in rRNAs (fraction methylated) calculated as “score C”^55^. In a few cases, a barcode correction was applied when calculating the RMS score^56^. The numbers of sequencing reads mapping to specific RNAs was used as a measure of their levels and is presented as reads per kilobase of transcript, per million mapped reads (RPKM) ± SEM. Statistical significance was determined using two-tailed Student’s *t*-test (*p* < 0.05).

### Cross-linking and analysis of cDNA (CRAC)

For cross-linking and analysis of cDNA (CRAC) experiments^57–59,79^, wild-type yeast and a yeast strain expressing C-terminally HTP-tagged Dbp7 from its genomic locus were first grown exponentially in low uracil medium (10 mg/L uracil) supplemented with 100 μM 4-thiouracil until OD_600_ of 0.5 was reached. 4-thiouracil was then added to a concentration of 1 mM and cultures were grown for an additional 4 h prior to harvesting and cross-linking at 365 nm using two rounds of 600 mJ/cm^2^ in a Stratalinker (Agilent Technologies). Protein–RNA complexes were subsequently isolated on IgG sepharose and NiNTA. RNAs were trimmed by partial RNase digestion and the RNA fragments were 5′ [^32^P]-labeled and ligated to adapters. cDNA libraries were prepared for Illumina deep sequencing by reverse transcription and PCR amplification. Sequencing reads were processed and subjected to quality control, and after mapping to the *S. cerevisiae* genome (S228C) using Bowtie 2 (version 2.2.4) only reads containing a specific T-C mutation were retained. The distribution of reads derived from different RNA species was determined using pyCRAC read counting^80^. Custom python scripts (Supplementary Methods) were used to depict the numbers of reads mapping to each nucleotide of the 25S rRNA on the available secondary structures of the rRNA^60^ and tertiary structure of the State C pre-60S particle using a color scale^81^. Dbp7-HTP cross-linking sites were visualized on the pre-60S structure using PyMOL.

### Purification of recombinant proteins and in vitro ATPase assays

His-ZZ-tagged recombinant proteins were expressed in *E. coli* (BL21 Codon Plus) with 1 mM ITPG overnight at 18 °C, cells were pelleted, resuspended in lysis buffer (50 mM Tris-HCl pH 7, 500 mM NaCl, 1 mM MgCl_2_ 10 mM imidazole, 1 mM PMSF, 10% glycerol), and lysed by sonication. Cleared cell lysate was supplemented with polyethyleneimine to a final concentration of 0.05% to precipitate protein-associated nucleic acids. The resulting soluble fraction was then incubated with cOmplete His-Tag purification resin (Roche). Following thorough washing steps, first with low and then high salt buffer (50 mM Tris-HCl pH 7.0, 500/1000 mM NaCl, 1 mM MgCl_2_, 30 mM imidazole, 10% glycerol), bound proteins were eluted with a buffer containing 50 mM Tris-HCl pH 7, 500 mM NaCl, 1 mM MgCl_2_, 300 mM imidazole, and 10% glycerol. Fractions containing proteins were pooled and dialyzed against a buffer containing 50 mM Tris-HCl pH 7, 120 mM NaCl, 2 mM MgCl_2_, 20% glycerol. The quantity of the purified protein was measured using a Bradford assay.

For in vitro NADH-coupled ATPase assays^82,83^, reactions were carried out in solution containing 50 mM Tris-HCl pH 7.4, 25 mM NaCl, 2 mM MgCl_2_, 4 mM ATP, 1.5 mM PEP (phosphoenolpyruvate), 450 μM NADH, 1.5 μM recombinantly expressed and purified RNA helicase, and 1.5 μM RNA (5′-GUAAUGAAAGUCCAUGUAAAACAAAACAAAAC-3′). Absorbance at 340 nm was measured every 50 s for 30 min at 30 °C using a Gen5 Microplate Reader (Biotek) and the rate of ATP hydrolysis was calculated using Eq. (1).

1 $${nM}\,{ATP}\,{hydrolysed}\times {{{{{{{\mathrm{sec}}}}}} }}^{-1}=-\frac{d{A}_{340}}{{dt}}\times {K}_{{path}}^{-1}\times {10}^{6}$$

### Reporting summary

Further information on research design is available in the Nature Research Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Reporting summary

## Data Availability

The CRAC datasets and their analyses for Dbp7-HTP and the wild-type yeast control shown in Fig. 4 are deposited in Gene Expression Omnibus (GEO) database [http://www.ncbi.nlm.nih.gov/geo/] under the accession code GSE160734. Sequencing reads were mapped to the *S. cerevisiae* genome (https://www.yeastgenome.org/strain/s288c). The RMS datasets presented here in Fig. 2a, b are also deposited in the GEO data base under the accession code GSE161347. The mass spectrometry proteomics data underlying Fig. 1g have been deposited to the ProteomeXchange Consortium via the PRIDE partner repository [https://www.ebi.ac.uk/pride/] with the dataset identifier PXD022625. MS-MS spectra were searched against the UniProt *S. Cerevisiae* database (https://www.uniprot.org/proteomes/UP000002311; downloaded on Feb 2019 with 9731 entries). Source data are provided with this paper.

## Source data

Source Data

How the deposited data were processed for this re-analysis (not part of the article)

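RNA-protein cross-linking with 4-thiouracil (PAR-CRAC) was analysed in 4 yeast libraries, 2 from untagged wild-type (WT) cells and 2 from cells expressing Dbp7-HTP. Strain and replicate number were taken from the sample labels, which use the names of Fig. 4a and the Fig. 5a legend. The labels number the libraries of each strain 1 and 2, and this is the only source of the pairing.

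The authors mapped the reads with Bowtie 2 (version 2.2.4), kept those with a T-to-C change and assigned them to RNA classes with pyCRAC. The release of the genome annotation is not named in the paper's text. For each library the authors deposited the coverage signal of each nucleotide of the 35S pre-rRNA and, beside it, the count of substitutions, both without normalization. The deposited RNA class values, snoRNA values and snR190 profile are scores, that is, reads scaled to 1000000 mapped reads (RPM) that the authors had rounded to whole numbers. The RNA classes overlap, so that their values add up to more than 1000000, and shares were taken of their sum. A reference table of gene names was given, but none of its coordinates were used, and positions are those within the deposited 25S, 35S and snR190 sequences. Each spacer block of the 35S files repeated 1 nucleotide of the neighbouring mature rRNA, which was removed, leaving 6858 nucleotides. Of 41 nucleotides of 25S that the paper names by base and position, 40 had the named base at that position of the deposited sequence and 1 did not.

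The total number of reads was 467529 for WT replicate 2 and 730583 for Dbp7-HTP replicate 2, as the deposited snR190 files state. For the first replicates, it was estimated as the summed 35S coverage divided by the rRNA RPM and by the coverage per rRNA read of the second replicate of the same strain, which was 12.2 in WT and 11.1 with Dbp7-HTP. The estimates were 159127 reads for WT replicate 1 and 1214217 for Dbp7-HTP replicate 1. As an alternative chosen after the data were seen, the WT replicate 1 total was set to 148813, the value nearest to the estimate at which its class values are whole numbers of reads. The next nearest was 172627, and 172 totals met this condition between 0.5 and 2 times the estimate, so the condition alone does not fix the total. WT replicate 1 is the shallowest library, and its values are the least precise.

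Peaks were the 3 highest maxima of 25S coverage in Dbp7-HTP replicate 1 at least 50 nt apart, and the peak region was the contiguous stretch at or above 50% of the maximum. Groups were compared by an exact two-sided permutation test on 2 libraries against 2, for which the smallest p is 0.333, on log2 values after adding 1 RPM for coverage and misincorporations and on percentages for RNA classes. The 35S pre-rRNA was also compared in 50-nt windows with a mean of at least 10 RPM, using limma (version 3.58.1, R 4.3.3) with Benjamini-Hochberg adjustment at 0.05. The limma procedure was tested on simulated data of 134 windows, in which it recovered 30 of 30 windows changed by 3 log2 units with 2 false calls, and made 0 calls with no change. The simulated windows were independent and had 1 common SD of 0.601. The real windows are adjacent, and their replicate differences had SDs of 1.06 in WT and 0.452 with Dbp7-HTP. Smaller changes were not simulated. The simulation thus does not show the rate of false or missed calls in these data. Other values were computed with Python 3.11.15, numpy 2.4.6 and scipy 1.17.1 and plotted with matplotlib 3.10.9.

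For the second replicates, 100% of the snoRNA values corresponded to whole reads, and ratios were formed from those reads, for snoRNAs with at least 10 reads in the 2 libraries together. Intervals at 95% are Wilson intervals for shares and Clopper-Pearson intervals for ratios, and for a snoRNA with 3 reads or fewer in WT the ratio was also formed against a floor of 3 reads, which is not a confidence limit. They cover counting error only. No interval is given for class shares of the first replicates, whose totals were estimated.

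The snoRNAs named are those the paper names for these data, those of Fig. 2b, any other above 2-fold, and the 2 with the lowest ratio. The sites named are the peaks, the highest WT maxima, and the 3 windows with the largest change in each direction. This rule, the main settings and the alternatives were fixed before the data were examined, except the alternative total above, the use of the unlabelled last column of the snoRNA table, misincorporations at 1 nucleotide in all libraries, and the median log2 ratio of windows with 1 library left out, which was added because no count of windows can be given for a strain with a single library. Alternatives covered the denominator of class shares, the scaling, the pseudocount, the definition of the peak value, the window size and filter, the limma settings, the replicate block and the omission of each library. A value was treated as moved when it changed by more than 1 SD between replicates or left its 95% interval. Correlations were treated as moved from a change of 0.1 and the snR190 distribution from a change of 5 percentage points, limits chosen without a replicate spread. Helices were placed by matching the letters of Fig. 4c to the deposited sequence, which rests on reading the figure by eye.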

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

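The tests on the 3′ ETS in this part were chosen after the values they measure had been seen.

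Coverage running past the 3′ end of 25S is a signal the paper does not report. At the last nucleotide of 25S, the coverage was 4416 reads in Dbp7-HTP replicate 1 and 4352 in replicate 2, and at the first nucleotide of the 3′ ETS it was 3071 and 3213, or 69.5% (95% Wilson interval 68.2 to 70.9%) and 73.8% (72.5 to 75.1%) of it. In WT it was 15 of 116 reads, 12.9% (8.00 to 20.2%), and 87 of 235 reads, 37.0% (31.1 to 43.4%). Depth adds counting error to such a share but does not shift it, so a comparison of the WT counts with the Dbp7-HTP share tests nothing further. The intervals also understate the spread between libraries, since the Dbp7-HTP counts of 3071 and 3213 lay outside the binomial ranges around their own pooled share, 3106 to 3223 and 3061 to 3177. A larger amount of every unprocessed spacer was tested on the 5′ ETS, ITS1 and ITS2, and 0 of these 3 spacers had higher mean RPM in both Dbp7-HTP libraries than in both WT libraries. Within ITS1, however, nucleotides 301 to 350, near the 5′ end of 5.8S, had 66.3 and 63.6 RPM with Dbp7-HTP and 16.7 and 7.19 in WT (log2 ratio 2.45, limma adjusted p = 0.0013). More 25S reads lower the RPM of the spacers, so the count of spacers leans towards no increase. ITS2 had a mean of 80.0 and 70.3 RPM with Dbp7-HTP against 86.4 and 49.9 in WT. The spacers were not scaled to reads outside rRNA, so a larger amount of ITS2 is not excluded. Untrimmed ends of 5.8S and 25S in general were tested by the same share at the other 3 ends, and it was higher in both Dbp7-HTP libraries than in both WT libraries at 1 of them. This was the 5′ end of 25S, with 81.7 and 89.7% against 67.3 and 27.8%. At the 5′ end of 5.8S the shares were 20.8 and 15.9% against 19.2 and 24.7%. At the 3′ end of 5.8S they were 17.0 and 15.4% against 57.7 and 38.5%, with 26 and 65 reads in WT. In RPM, however, the last nucleotide of ITS2 at the 5′ end of 25S was not higher in both, with 143 and 83.5 against 220 and 42.8, whereas the first nucleotide of the 3′ ETS had 2529 and 4398 RPM against 94.3 and 186. The last nucleotide of ITS1 had 793 and 574 RPM against 522 and 96.3, and the first nucleotide of ITS2 46.9 and 57.5 against 94.3 and 53.5. The share and the RPM thus rose in both libraries at different ends, and whether untrimmed ends of 5.8S and 25S in general contribute to the pattern was not settled. Differences between rDNA copies, of which a single one was analysed, and trimming of fragments were not tested, so the pattern cannot be told apart from these.

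Among snoRNAs above 2-fold in Dbp7-HTP replicate 2 relative to WT replicate 2, 3 are not among those the paper lists: snR80 (ratio 2.56), snR44 (2.24) and snR31 (2.20). The intervals of snR80 (0.511 to 24.7) and snR44 include 1. With 5 reads added to each count, 6 snoRNAs were above 2-fold, those the paper lists. In the last column of the snoRNA table, chosen after the data were seen, the ratios of snR80, snR44 and snR31 were 0.50, 1.875 and 2.0. None of these was above 2 there, whereas snR10 (2.11), snR43 (2.125), snR81 (2.17) and snR38 (2.25) were. With 1 library per strain, these ratios could not be separated from sampling noise for snR80 and snR44, and no biological explanation was tested.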

How the results depend on the processing

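Across 40 results and 237 alternative values, 188 stayed within the spread between replicates, within the interval or on the same side of the threshold, 38 moved beyond it and 11 changed direction. Part of the 188 shows no stability. With 2 libraries per strain, 5 paired differences equal the difference of means by design, and leaving out 1 of 2 libraries shifts a mean by less than 1 SD, so for 55 such values a change of direction was the single change possible. Another 18 are log2 ratios of single windows under the replicate block, without the filter or with a variance trend, which can change the p but not the ratio. The remaining 110 were counted as free to move, which is an upper limit. For peaks 1 and 3 the maximum lay at the same nucleotide in both Dbp7-HTP libraries, so using that of replicate 2 changed nothing. For peak 3, U3293 was the most substituted nucleotide in every library, so fixing the nucleotide left the RPM ratio unchanged. The alternatives were fixed before the data were examined unless stated otherwise. Permutation p-values cannot pass 0.05 in this design, so stability refers to values. The cause of each shift was not tested.

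The rRNA difference of 34.4 percentage points was 40.5 points without intergenic reads and ranged from 31.7 to 37.1 points across the 4 values that each left out 1 library. The snoRNA difference of -0.50 points changed sign to 0.985 points outside rRNA and ranged from -1.26 to 0.254 points with 1 library left out.

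The log2 ratios at peaks 1, 2 and 3 moved to 3.16, 2.30 and 2.62 when scaled to 35S coverage and to 5.14, 4.27 and 4.59 relative to reads outside rRNA. The peak 1 log2 ratio was 3.74 as a mean over the region. Each kept its direction under all alternatives run. The ratios of misincorporations, taken at the most substituted nucleotide of each library, were 1.18 at peak 1, -1.19 at peak 2 and 0.90 at peak 3 as a share of coverage. The value at peak 2 compares U2875 in WT with U2866 in Dbp7-HTP, and so is not a change of direction at 1 nucleotide. At the nucleotide most substituted in Dbp7-HTP replicate 1, an alternative chosen after the data were seen, the log2 ratios were 5.68, 4.32 and 4.44 in RPM and 1.62, 0.977 and 0.90 as a share of coverage.

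The number of windows passing the threshold was 60, and was 107 with 20-nt windows (55 higher, 52 lower), 33 with 100-nt windows (16 higher, 17 lower) and between 45 and 67 under the other settings. Scaled to 35S coverage, 17 windows were higher and 50 lower, against 30 and 30. That scaling shifted the median log2 ratio of windows from 0.08 to -0.74. No count is given with 1 library left out, since 1 strain then has a single library. The median log2 ratio across windows ranged from -0.021 to 0.35 with 1 library left out, a measure added after the data were seen, and was -0.021 without Dbp7-HTP replicate 1.

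The Pearson correlation of the WT libraries was 0.206 on 25S alone and 0.849 on the log2 scale, against 0.324. The number of 25S nucleotides at or above 20% of the maximum was 140 in Dbp7-HTP replicate 2, against 253 in replicate 1.

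The snR190 ratio of 12.0 was 9.23 relative to all snoRNA reads, 27.0 relative to reads outside rRNA and 7.15 in the last column of the table, an alternative chosen after the data were seen. The number of snoRNAs above 2-fold was 32 relative to reads outside rRNA. Relative to all snoRNA reads, snR63 (0.791), snR46 (0.879) and snR69 (0.944) fell below 1, and snR63 was 0.977 with 5 reads added. Relative to reads outside rRNA, snR76 (1.12) and snR68 (1.70) rose above 1. In the last column, snR80 was 0.50. A further 12 alternative values, of 9 snoRNAs that include snR63, snR46 and snR69, moved without changing direction. The low depth of WT replicate 1 limits the RPM values of that library, and the few reads of snR80, snR87 and snR58 limit their ratios.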

Differences from the paper's values

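With the main settings, each value computed here that has a counterpart in the paper's text or figures was within 1.5 times of it. Relative to reads outside rRNA, an alternative set before the data were examined, the snR190 ratio was 27.0 against the paper's 12, and other values also departed by more than 1.5 times. Against the paper's values read by eye, the ratio of snR49 was then 9.92 (about 4.3 in Fig. 5a), snR73 9.68 (about 4.2 in Fig. 5a), snR34 8.76 (about 3.9 in Fig. 5a), snR82 8.06 (about 3.5 in Fig. 5a) and snR42 5.86 (about 2.5 in Fig. 5a). The coverage in Dbp7-HTP replicate 1, per 1000000 reads outside rRNA, was 86598 at peak 1 (about 24000 in Fig. 4b), 78361 at peak 2 (about 22000 in Fig. 4b) and 58256 at peak 3 (about 16000 in Fig. 4b).

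The paper states that snoRNA reads were enriched in the Dbp7-HTP datasets. The share was lower with Dbp7-HTP in replicate 1 (1.10% against 2.38%) and higher in replicate 2 (1.13% against 0.863%), a mean difference of -0.50 percentage points. As a share of reads outside rRNA the mean difference was 0.985 points, in the direction the paper states. That mean was not compared with the spread between replicates, so enrichment in both replicates is not shown by it. Leaving out WT replicate 1 gave 0.254 points, also in that direction. As a share of reads outside tRNA the mean difference was -0.934 points, and outside intergenic regions -0.551 points, in the opposite direction. Leaving out any other library also gave a negative difference, from -1.26 to -0.487 points.

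The paper lists 6 snoRNAs above 2-fold, and 9 were found here with a minimum of 10 reads. With a minimum of 50 reads, with 5 reads added, or relative to all snoRNA reads, 6 were found. With no minimum 9 were found, relative to reads outside rRNA 32, and in the last column of the snoRNA table, chosen after the data were seen, 10.

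The paper describes both strands of helix 99 as cross-linked. In Dbp7-HTP replicate 1, the dataset named in Fig. 4b, the 3′ strand reached 18.1% of the highest coverage, and in replicate 2 it reached 20.6%.

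The paper describes the results as highly reproducible. The Dbp7-HTP libraries had a Pearson correlation of 0.945 and the WT libraries 0.324 across the 35S pre-rRNA, or 0.849 in WT on the log2 scale.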

Other observations

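The tests of leaking reads, of amplified molecules and of snR190 outside its maximum were set out before their results were seen, when the coverage at the peaks and at the WT maxima was already known. The tests of the substitution share and of snoRNA reads without snR190 were chosen afterwards.

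In WT, coverage at peaks 1, 2 and 3 was 5.91, 10.1 and 7.64% of that with Dbp7-HTP in replicate 2 and 6.61, 12.9 and 10.9% in replicate 1. A fixed share of Dbp7-HTP reads leaking into WT would set the same lower limit on this ratio at each nucleotide. Over the 140 nucleotides at or above 20% of the maximum in replicate 2, the smallest ratio was 4.42%, at nucleotide 3278, which is 0.748 of the lowest ratio at a peak and above the limit of 0.5 set for leakage. Leaked reads would also carry the substitutions of Dbp7-HTP, and at U3156 the WT substitution RPM was 3.54% of that with Dbp7-HTP in replicate 2 and 1.06% in replicate 1, a tighter upper bound than that from coverage, used after the data were seen. Leakage of up to 3.54% in replicate 2 was thus not excluded, but a fixed share would give the same ratio at nucleotide 3278 (4.42%) and at peak 2 (10.1%), so it does not account for the whole WT signal. In replicate 1, for which no limit was set beforehand, the smallest ratio was 1.99%, or 0.301 of the lowest ratio at a peak. Background binding in untagged cells was not tested.

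The highest WT maxima on 25S differed between replicates, at nucleotide 3188 in WT replicate 1 and nucleotide 1430 in WT replicate 2. If a few amplified molecules were the source, coverage would rise at very few positions. The effective number of such positions was 6.97 at nucleotide 3188 and 9.23 at nucleotide 1430, above the limit of 3 set for amplification. The same measure ranged from 2.89 to 18.8 at the Dbp7-HTP peaks, with peak 3 at 3.11 and 2.89, so it separates poorly and cannot exclude amplification of a moderate number of molecules. At nucleotide 1430, U was read as C in 94.97 and 97.4% of reads in the WT replicates and in 77.9 and 83.7% with Dbp7-HTP. A difference from the reference carried by all rDNA copies would give at least 95% in every library, and the lowest share was 77.9%. No biological explanation was tested.

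The share of snoRNA reads was higher with Dbp7-HTP in replicate 2 and lower in replicate 1. Without snR190, snoRNA reads in replicate 2 were 5886 RPM with Dbp7-HTP and 8682 in WT, a ratio of 0.678. The higher share in replicate 2 may thus rest on snR190 alone. Values of single snoRNAs were available here for the second replicates only, so the first replicates could not be checked.

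The ratio of snR190 coverage outside its maximum, on nucleotides 1 to 140, was 12.9, which is above the 2-fold limit set for reads of a single position. The enrichment of snR190 in this pair of libraries is therefore not confined to the 3′ part, although the WT profile had the same shape.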
